# An endogenous GLP-1 circuit engages VTA GABA neurons to regulate mesolimbic dopamine neurons and attenuate cocaine seeking

**DOI:** 10.1126/sciadv.adr5051

**Published:** 2025-02-26

**Authors:** Riley Merkel, Nicole S. Hernandez, Vanessa Weir, Yafang Zhang, Antonia Caffrey, Matthew T. Rich, Richard C. Crist, Benjamin C. Reiner, Heath D. Schmidt

## Abstract

Recent studies show that systemic administration of a glucagon-like peptide-1 receptor (GLP-1R) agonist is sufficient to attenuate cocaine seeking. However, the neural mechanisms mediating these effects and the role of endogenous central GLP-1 signaling in cocaine seeking remain unknown. Here, we show that voluntary cocaine taking decreased plasma GLP-1 levels in rats and that chemogenetic activation of GLP-1–producing neurons in the nucleus tractus solitarius that project to the ventral tegmental area (VTA) decreased cocaine seeking. Single-nuclei transcriptomics and FISH studies revealed that GLP-1Rs are expressed primarily on GABA neurons in the VTA. Using in vivo fiber photometry, we found that the efficacy of a systemic GLP-1R agonist to attenuate cocaine seeking was associated with increased activity of VTA GABA neurons and decreased activity of VTA dopamine neurons. Together, these findings suggest that targeting central GLP-1 circuits may be an effective strategy toward reducing cocaine relapse and highlight a functional role of GABAergic GLP-1R–expressing midbrain neurons in drug seeking.

## INTRODUCTION

Cocaine use disorder (CUD) remains a critical public health concern in the United States. Unfortunately, the prevalence of cocaine use, as well as the incidence of fatal overdoses involving cocaine, has increased year-over-year (*1*, *2*). Despite decades of focused preclinical and clinical studies that have advanced our understanding of the anatomical, neurochemical, molecular, and epigenetic bases of psychostimulant addiction, a safe and efficacious pharmacotherapy for CUD remains to be discovered (*3*). Thus, an improved understanding of the neurobiological mechanisms that regulate cocaine taking and seeking is needed to inform conceptually new approaches to treating CUD.

An emerging literature indicates that activation of central glucagon-like peptide-1 receptors (GLP-1Rs) reduces the rewarding and reinforcing effects of addictive drugs (*4*–*7*). GLP-1Rs are primarily coupled to Gs, and their activation leads to increased cyclic adenosine 3′,5′-monophosphate (cAMP) signaling (although GLP-1Rs have been shown to engage other intracellular signaling cascades as well) (*8*). Previously, we identified a systemic dose of the GLP-1R agonist exendin-4 that selectively attenuated the reinstatement of cocaine-seeking behavior in rats (*9*), an animal model of drug relapse. These effects were mediated, in part, by activation of GLP-1Rs in the ventral tegmental area (VTA) (*9*). Consistent with these effects, direct activation of GLP-1Rs in the VTA is sufficient to attenuate cocaine seeking (*9*). In addition to expressing GLP-1Rs (*10*, *11*), the VTA also receives direct monosynaptic projections from GLP-1–producing preproglucagon (PPG) neurons in the nucleus tractus solitarius (NTS) (*12*, *13*). Together with our behavioral pharmacology studies, this anatomy suggests that activating endogenous GLP-1–producing NTS➔VTA projections may suppress cocaine-seeking behaviors during abstinence. However, no studies, to date, have targeted endogenous GLP-1–producing NTS circuits to reduce the reinstatement of drug-seeking behavior during abstinence.

The mechanisms by which GLP-1R activation in the midbrain attenuates cocaine seeking remain unknown. Therefore, phenotyping GLP-1R–expressing cells in the VTA and determining how GLP-1R activation alters the activity of these neurons during cocaine seeking are essential “next steps” toward developing the next-generation of GLP-1R–based therapies to treat CUD. In the present study, we (i) assessed the functional role of endogenous VTA GLP-1 signaling in cocaine seeking using projection-specific chemogenetic approaches, (ii) determined cell type–specific expression patterns of GLP-1Rs in the VTA using fluorescence in situ hybridization (FISH) and single-nuclei RNA sequencing (snRNA-seq) methods, and (iii) used in vivo fiber photometry in freely moving transgenic rats to further our understanding of the cell type–specific mechanisms in the midbrain underlying the suppressive effects of a GLP-1R agonist on cocaine seeking. Our findings indicate that voluntary cocaine taking decreased circulating GLP-1 levels and that chemogenetic activation of NTS➔VTA projections was sufficient to attenuate cocaine seeking via increased GLP-1 signaling in the VTA. Using FISH and snRNA-seq, we phenotyped GLP-1R–expressing cells in the midbrain and discovered that GLP-1Rs are expressed primarily on γ-aminobutyric acid (GABA) neurons in the VTA. Lastly, using in vivo calcium imaging, we showed that the efficacy of systemic exendin-4 is associated with dynamic changes in activity of VTA GABA and dopamine neurons that are associated with decreased cocaine seeking. Together, these findings reveal a functionally relevant cell type–specific mechanism underlying the suppressive effects of GLP-1R agonists on cocaine seeking and highlight an endogenous GLP-1–expressing circuit that could be targeted to treat CUD and reduce cocaine relapse.

## RESULTS

### Voluntary cocaine taking decreases plasma GLP-1 levels

To determine whether voluntary cocaine taking and subsequent abstinence alter plasma GLP-1 levels, blood samples were drawn from cocaine-experienced rats and their corresponding yoked saline controls at three time points (Fig. 1A). Plasma GLP-1 concentrations (picograms per milliliter) were significantly decreased in cocaine-experienced rats versus yoked saline controls following 21 days of self-administration (Fig. 1B) and 1 day of extinction (Fig. 1C). In contrast, there were no significant differences in plasma GLP-1 levels between cocaine-experienced rats and yoked saline controls following 7 days of extinction (Fig. 1D). Behavioral data corresponding to blood collection timepoints are presentented in fig. S1. These findings, together with our previous studies showing that systemic and intracranial infusions of a GLP-1R agonist attenuated cocaine reinstatement (*9*, *14*, *15*), support the hypothesis that decreased endogenous GLP-1 signaling facilitates/promotes cocaine-taking and cocaine-seeking behaviors (*5*).

**Fig. 1.**
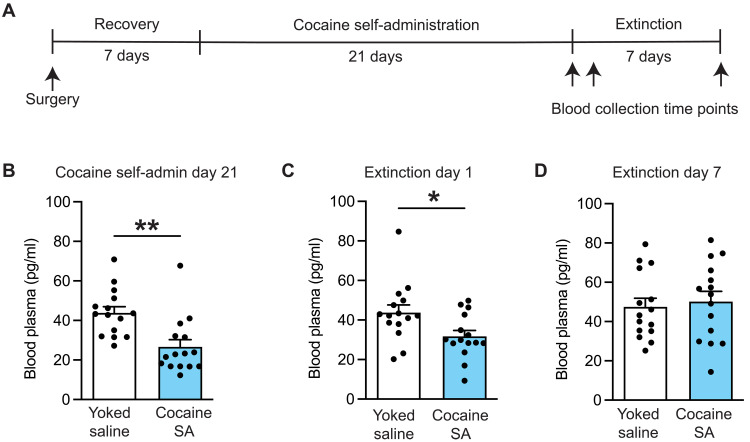
Cocaine self-administration decreases circulating GLP-1 levels. (**A**) Schematic illustrating the experimental timeline and blood collection time points [yoked saline: *n* = 15 (6 female and 9 male rats); cocaine self-administration: *n* = 15 (6 female and 9 male rats)]. (**B** and **C**) Plasma GLP-1 concentrations were significantly decreased in cocaine-experienced rats following 21 days of cocaine self-administration (unpaired *t* test: *t*_28_ = 3.604, **P = 0.0012) and 1 day of extinction (unpaired *t* test: *t*_28_ = 2.474, *P = 0.0197). (**D**) There were no significant differences in plasma GLP-1 levels between cocaine-experienced rats and yoked saline controls following 7 days of extinction (unpaired *t* test: *t*_28_ = 0.4042, *P* = 0.6891). Data are mean ± SEM. SA, self-administration.

### Activation of NTS neurons that project to the VTA selectively attenuates drug seeking in cocaine-experienced rats

Despite growing evidence that GLP-1R agonist pharmacotherapy is sufficient to reduce cocaine seeking (*9*, *14*), no studies have investigated the role of endogenous GLP-1–producing neural circuits in drug-seeking behavior. To selectively activate endogenous GLP-1–producing NTS neurons that project to the VTA, the retrogradely infecting virus canine adenovirus-2–expressing Cre recombinase (CAV2-Cre) was infused into the VTA, and a Cre-dependent virus expressing a neural activating DREADD [AAV-DIO-hM3D(Gq)-mCherry] was infused into the NTS (Fig. 2, A and B). Immunohistochemistry (IHC) was performed on NTS sections to label c-Fos after clozapine *N*-oxide (CNO) injection in both hM3D(Gq)-expressing rats and mCherry control rats (Fig. 2C). CNO significantly increased c-Fos expression in ~55% of NTS hM3D(Gq)-expressing neurons compared to <5% of mCherry-expressing neurons (Fig. 2D). Whole-cell current clamp recordings were conducted to further validate the ability of CNO to increase activity of hM3D(Gq)-expressing NTS neurons compared to mCherry-expressing control neurons. CNO increased NTS cell firing in hM3D(Gq)-expressing rats (Fig. 2E) and had no effect on NTS cell firing in mCherry control rats (Fig. 2F).

**Fig. 2.**
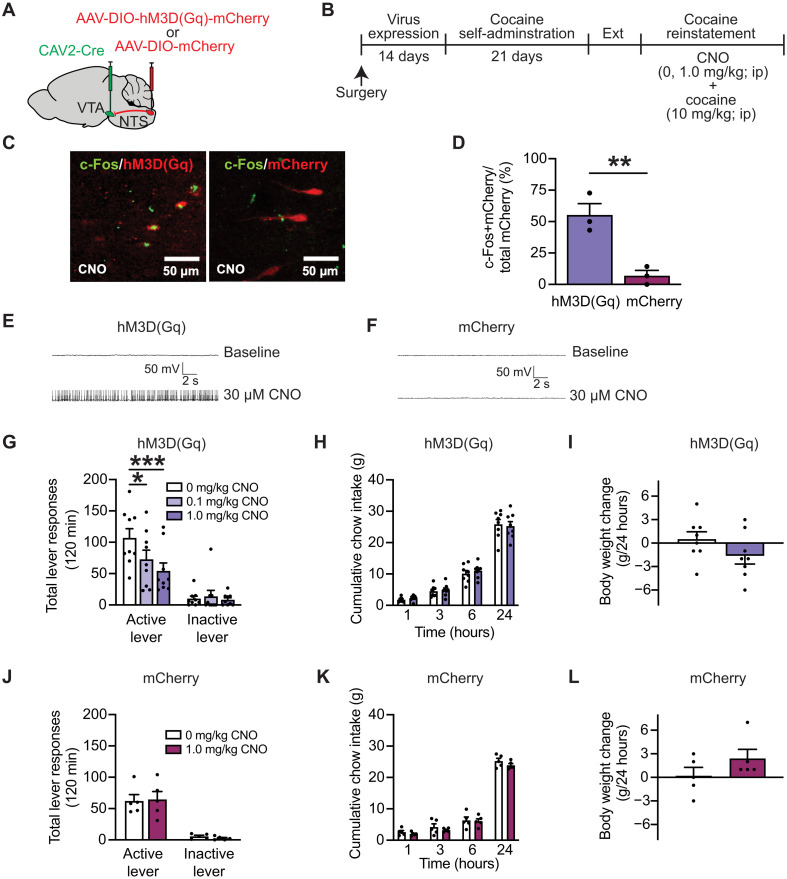
Activating NTS➔VTA projections attenuates cocaine seeking. (**A** and **B**) Illustration of viral approach and experimental timeline. (**C**) Representative images showing increased c-Fos expression in hM3D(Gq)-expressing NTS neurons of rats treated with CNO versus mCherry controls. (**D**) CNO significantly increased c-Fos expression in ~55% of hM3D(Gq)-expressing NTS neurons versus <5% of mCherry-expressing NTS neurons (*n* = 3 per treatment; unpaired *t* test: *t*_4_ = 4.911, **P = 0.0080). (**E** and **F**) Representative whole-cell current-clamp traces showing increased firing of hM3D(Gq)-expressing NTS neurons and no change in firing of mCherry-expressing NTS neurons following CNO administration. (**G**) CNO dose-dependently decreased active lever presses in rats expressing hM3D(Gq) in NTS neurons that project to the VTA [*n* = 9 (three female and six male rats); two-way RM analysis of variance (ANOVA), treatment × lever interaction: *F*_2,16_ = 5.362, *P* = 0.0165; Bonferroni’s test: vehicle versus CNO (0.1 mg/kg), *P = 0.025; vehicle versus CNO (1.0 mg/kg), ***P = 0.0009]. (**H** and **I**) CNO did not reduce cumulative chow intake (two-way RM ANOVA, treatment: time × treatment: *F*_3,21_ = 0.6343, *P* = 0.6012) or 24-hour body weight gain (paired *t* test: *t*_7_ = 1.838, *P* = 0.1087) in rats expressing hM3D(Gq) in NTS neurons that project to the VTA [*n =* 8 (three female and five male rats)]. (**J** to **L**) CNO had no effects on cocaine seeking (two-way RM ANOVA, treatment × lever: *F*_1,4_ = 0.6170, *P* = 0.4761), cumulative chow intake (two-way RM ANOVA, treatment × lever: *F*_3,12_ = 0.421, *P* = 0.7419), or 24-hour body weight gain (paired *t* test: *t*_4_ = 2.400, *P* = 0.0743) in mCherry-expressing control rats [*n* = 5 (three female and two male rats)]. Data are mean ± SEM.

To determine the functional role of NTS➔VTA projections in cocaine seeking, rats were pretreated with vehicle or CNO [0.1 or 1.0 mg/kg, intraperitoneally (ip)] before a cocaine priming–induced reinstatement test session. CNO dose-dependently attenuated cocaine seeking in hM3D(Gq)-expressing rats (Fig. 2G). A previous study showed that activation of GLP-1–producing NTS neurons that project to the VTA transiently reduced food intake in drug-naïve mice (*16*). In addition, GLP-1R agonists are known to decrease food intake and produce nausea/emesis in both drug-naïve rodents and humans (*4*, *17*–*19*). We screened for these potential adverse effects in our cocaine-experienced rats and found no effects of CNO on cumulative chow intake (Fig. 2H) and 24-hour body weight gain (Fig. 2I) on reinstatement test days. Together, these studies indicate that activation of NTS➔VTA projections is sufficient to reduce cocaine seeking during abstinence and that drug seeking is more sensitive to central GLP-1 modulation than nondrug motivated behaviors in cocaine-experienced rats.

Although CNO is often used as the inert ligand for DREADDs, studies show minimal, yet notable, reverse metabolism to clozapine, an active metabolite which could bind to non-DREADD receptors and produce off-target effects on behavior (*20*). To control for this, a separate group of rats was infused with the control virus AAV-DIO-mCherry into the NTS and allowed to self-administer cocaine. In contrast to the effects seen in hM3D(Gq)-expressing rats, CNO had no effect on cocaine seeking in rats infused with the mCherry control virus (Fig. 2J). These findings indicate that CNO itself does not suppress drug-seeking behavior during abstinence following cocaine self-administration. Moreover, there were no effects of CNO on cumulative chow intake (Fig. 2K) and 24-hour body weight gain (Fig. 2L) in mCherry control rats. Thus, the suppressive effects of activating NTS➔VTA projections on cocaine seeking are not due to off-target effects of CNO or a CNO metabolite.

### Activation of NTS➔VTA projections attenuates cocaine seeking via a GLP-1–dependent mechanism of action in the VTA

The NTS consists of a heterogeneous population of neurons that could mediate the behavioral effects shown in Fig. 2. Therefore, our next goal was to determine whether the suppressive effects of activating NTS➔VTA projections on cocaine seeking were due to increased GLP-1 signaling in the VTA. Rats were infused with CAV2-Cre into the VTA and AAV-DIO-hM3D(Gq)-mCherry into the NTS and implanted with guide cannula aimed at the VTA (Fig. 3A). Rats then underwent cocaine self-administration, extinction, and reinstatement (Fig. 3B). IHC analyses revealed hM3D(Gq) colocalized with GLP-1 in NTS neurons that project to the VTA (Fig. 3C). Before reinstatement test sessions, the GLP-1R antagonist exendin-(9-39) (10 μg/100 nl) was infused directly into the VTA 10 min before administration of CNO (1.0 mg/kg, ip) to determine whether pharmacological inhibition of VTA GLP-1Rs is sufficient to block the suppressive effects of chemogenetic activation of NTS➔VTA projections on cocaine seeking (Fig. 3D). Intra-VTA exendin-(9-39) pretreatment blocked the ability of CNO to attenuate cocaine seeking (Fig. 3, E and F), indicating that the suppressive effects of activating endogenous NTS➔VTA circuits on drug seeking depend, in part, on enhanced GLP-1 signaling in the midbrain.

**Fig. 3.**
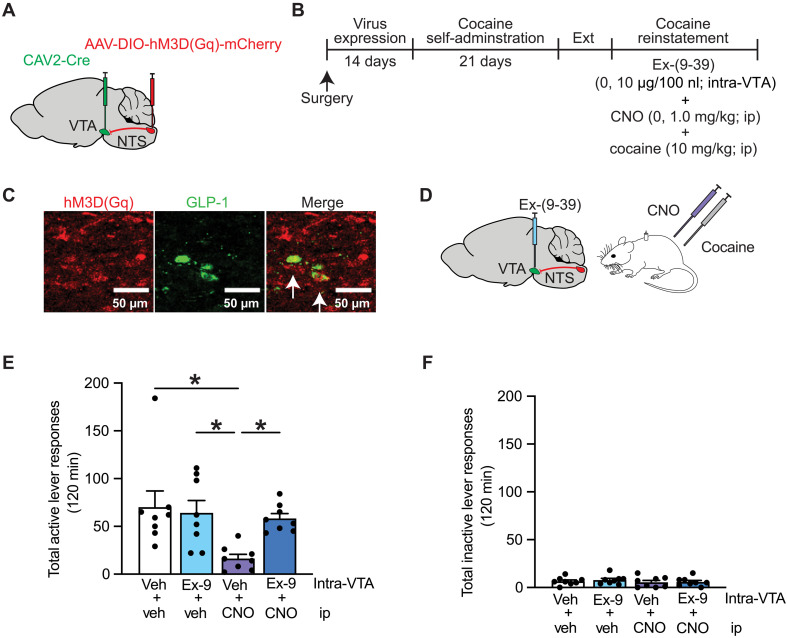
Pharmacological inhibition of VTA GLP-1Rs blocks the suppressive effects of activating NTS➔VTA projections on cocaine seeking. (**A** and **B**) Illustration of viral approach and experimental timeline wherein CAV2-Cre and a Cre-dependent AAV-expressing hM3D(Gq) were infused into the VTA and NTS, respectively, before the cocaine self-administration phase of the experiment. (**C**) Representative images of hM3D(Gq)-expressing NTS neurons that coexpress GLP-1. (**D**) Schematic depicting reinstatement test session treatment conditions. Exendin-(9-39) was infused into the VTA before activating endogenous NTS➔VTA projections with CNO. (**E**) Intra-VTA exendin-(9-39) (Ex-9) prevented the ability of CNO to suppress active lever presses during reinstatement test sessions [*n* = 8 (three female and five male rats); two-way RM ANOVA, systemic treatment × intra-VTA treatment: *F*_1,7_ = 8.775, *P* = 0.0210; Bonferroni’s test: vehicle (veh)/vehicle versus vehicle/CNO, *P = 0.0132; vehicle/CNO versus Ex-(9-39)/vehicle, *P = 0.0249; vehicle/CNO versus Ex-(9-39)/CNO, *P = 0.0441]. (**F**) Intra-VTA exendin-(9-39) had no effect on inactive lever responses (*n* = 8; two-way RM ANOVA, systemic treatment: *F*_1,7_ = 2.333, *P* = 0.1705; intra-VTA treatment: *F*_1,7_ = 0.320, *P* = 0.5891; systemic treatment × intra-VTA treatment: *F*_1,7_ = 0.138, *P* = 0.7207). Data are mean ± SEM.

### GLP-1Rs are expressed primarily on GABAergic cells in the VTA

Next, we showed that a behaviorally relevant dose of exendin-4 that reduced cocaine seeking (*9*, *14*) crossed the blood-brain barrier, bound putative GLP-1Rs on neurons in the VTA, and induced c-Fos expression in these neurons (fig. S2). The exact cell types expressing GLP-1Rs in the VTA, however, remain unclear. To further investigate the mechanisms by which GLP-1R agonist pharmacotherapy alters midbrain neuron activity and attenuates cocaine seeking, we used FISH to phenotype GLP-1R–expressing cells in the VTA. We found that ~90% of *Glp1r-*expressing cells coexpress *Gad1* and that no *Glp1r* transcripts were detected in *Th-*positive cells (Fig. 4, A and B)*.* In addition, ~10% of *Glp1r*-expressing cells belonged to nonidentified cell type(s) (Fig. 4B). When quantifying expression throughout the rostral-caudal axis of the VTA, FISH analyses revealed a greater number *Glp1r*-expressing, *Gad1*-positive cells in the posterior VTA when compared to more anterior subregions of the VTA (Fig. 4, C and D). To validate the expression pattern of *Glp1r*, we performed snRNA-seq on rat VTA samples. 

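The snRNA-seq data comprised 5 libraries of adult male rats, taken here as 1 library per rat. The paper describes these rats as drug-naïve, whereas the sample labels give their treatment as saline, and no other condition was analysed here. In this droplet assay, each captured transcript carries a unique molecular identifier (UMI), so that counts are of molecules and not of reads, and each droplet carries a barcode. The authors deposited UMI counts per gene for every barcode, empty droplets included, without the filters and the correction for cell-free mRNA given in the methods. The libraries of rats 1 to 5 held 31918808, 88576210, 10193355, 48950450 and 46323757 UMIs. Nuclei were told from empty droplets with a re-implementation of the Cell Ranger 3 algorithm, which takes every barcode above a UMI threshold and tests smaller barcodes against the profile of free RNA. It called 1692, 13117, 4796, 5557 and 5239 nuclei in rats 1 to 5. In rat 2, testing reached its limit of 20000 barcodes. The profile of free RNA began there at a barcode of 558 UMIs, against 22 to 260 in the other rats. How this changed the calls of rat 2 was not tested. The filters on mitochondrial transcripts and detected genes given in the methods were then applied, doublets were removed with Scrublet, and clusters with low UMI totals or with markers of more than 1 major cell type were left out. The 19627 remaining nuclei (807, 6396, 4365, 4583 and 3476 in rats 1 to 5) had median totals of 5959, 3312, 948, 3494 and 3054.5 UMIs per nucleus, so that rat 3 was the shallowest library. SoupX and scDblFinder were not run here, and SCTransform and the integration of samples were not repeated. A re-implementation of the SoupX subtraction was used as an alternative.

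*Glp1r* (ENSRNOG00000001152), *Gad1* (ENSRNOG00000000007) and *Th* (ENSRNOG00000020410) were called detected in a nucleus with at least 1 UMI in the counts as deposited. At this depth an expressed gene can leave no UMI, and free RNA can leave a UMI in a nucleus that does not express the gene. Shares of nuclei are therefore given beside those in oligodendrocytes, where *Gad1* and *Th* UMIs serve as a measure of free RNA. SDs are between rats, and confidence intervals of shares are exact 95% binomial intervals (Clopper-Pearson) that cover counting error only.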

Neurons and all major glial populations were identified in the snRNA-seq dataset (Fig. 4, E and F). 

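The 20 clusters kept were named from marker genes listed before the data were examined. They comprised 6446 neurons, 10051 oligodendrocytes, 1123 oligodendrocyte precursor cells (OPCs), 1001 astrocytes, 454 microglia and 552 vascular nuclei. Oligodendrocytes made up 51.9% ± 14.6 (SD, n = 5 rats) of the nuclei of a rat and neurons 31.1% ± 16.1 (SD, n = 5). OPCs made up 5.88% ± 0.725 (SD, n = 5), astrocytes 5.51% ± 2.17 (SD, n = 5), vascular nuclei 2.91% ± 1.73 (SD, n = 5) and microglia 2.63% ± 1.70 (SD, n = 5). Neurons were 21.1%, 28.6%, 59.5%, 21.3% and 25.2% of the nuclei of rats 1 to 5. Without rat 3, the mean share of neurons was 24.0%, and with nuclei called by the UMI threshold alone it was 40.3%, the largest change among the other alternatives. With each nucleus typed by its own markers, it was 26.0%, and 44.3% in rat 3. Clustered alone, all 29 sub-clusters of neurons scored highest for neurons by the same rule. A single sub-cluster, with 74 nuclei, was mixed between major cell types. A sub-cluster of 157 nuclei, with 2 of the *Glp1r*-expressing neurons, had *Mog* and *Opalin* among its leading genes, so its nuclei carried oligodendrocyte RNA as well. Another of 378 nuclei, 373 of them from rat 3, had the glial genes *Hapln2* and *Gja1* among its leading genes, and it is counted in the share of neurons of that rat. Rat 3 had no nucleus in the microglia cluster kept, but 130 of its nuclei lay in a cluster that scored highest for microglia and was left out as mixed. The first leading genes of that cluster, *Ighm*, *Skap1* and *Bank1*, were not on the list of microglia markers, although *Ctss*, also a leading gene, was. How many of the 130 nuclei were microglia was not determined. The share of microglia in rat 3, and the mean that includes it, may therefore depend on that removal. In all, 6 of the 20 clusters drew most of their nuclei from rat 3.

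Each of the 6 genes shown in the paper for a cell type was most abundant in that type in every rat with at least 20 such nuclei. These genes were among the markers that named the clusters, so their levels are not independent of the names. *Nyap2* averaged 4.37 ± 1.39 UMIs per 10000 UMIs in neurons (SD, n = 5 rats), against 0.380 in vascular nuclei, the type with the next highest level. *Mog* averaged 20.2 ± 4.28 in oligodendrocytes (SD, n = 5), against 3.84 in vascular nuclei. *Pdgfra* averaged 9.37 ± 3.07 in OPCs (SD, n = 5), against 0.582 in vascular nuclei. *Slc1a2* averaged 8.10 ± 1.99 in astrocytes (SD, n = 5), against 0.697 in vascular nuclei. *Cx3cr1* averaged 6.78 ± 1.49 in microglia (SD, n = 4 rats), against 0.0564 in vascular nuclei. *Cldn5* averaged 4.61 ± 2.11 in vascular nuclei (SD, n = 5), against 0.0485 in astrocytes.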

Consistent with our FISH results, the majority of *Glp1r*-expressing nuclei also expressed *Gad1*, and there was no observed overlap between *Glp1r* and *Th* expression (Fig. 4G). These anatomical studies clearly showed that GLP-1Rs are expressed primarily on GABA neurons in the VTA and support the hypothesis that GLP-1R agonists increase inhibitory GABA transmission in the VTA to reduce cocaine seeking.

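*Glp1r* was detected in 71 nuclei, of which 61 were neurons, 5 oligodendrocytes, 3 OPCs and 2 vascular nuclei. At least 1 *Glp1r* UMI was present in 0.946% of neurons and in 0.0497% of oligodendrocytes, at median totals of 4205.5 and 2654 UMIs per nucleus. *Gad1* was detected in 40 of the 71 *Glp1r*-expressing nuclei (56.3%, CI 44.0 to 68.1%), and the mean of the rats was 46.8% ± 26.2 (SD, n = 5). Among the 61 *Glp1r*-expressing neurons, *Gad1* was detected in 39 (63.9%, CI 50.6 to 75.8%), with a mean of the rats of 51.1% ± 29.9 (SD, n = 5). Thinning nuclei to 1000 UMIs, with shallower nuclei left out, changed these shares most, to 3 of 16 nuclei (18.8%) and 3 of 14 neurons (21.4%). *Th* was detected in 27 of the 71 nuclei (38.0%, CI 26.8 to 50.3%), with a mean of the rats of 33.3% ± 21.1 (SD, n = 5), and in 22 of the 61 neurons. After subtraction of the free RNA profile, *Th* remained in 1 of 69 *Glp1r*-expressing nuclei (1.45%), a vascular nucleus.

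Oligodendrocytes had a *Gad1* UMI in 6.73% of nuclei and a *Th* UMI in 25.7% of nuclei. The *Glp1r*-expressing neurons were deeper, with a median of 8866 UMIs per nucleus, so UMIs were also compared per 10000 UMIs. *Gad1* reached 3.05 per 10000 in *Glp1r*-expressing neurons and 0.251 in oligodendrocytes, and was higher in the neurons in 5 of 5 rats. *Th* reached 0.587 per 10000 in *Glp1r*-expressing neurons and 1.16 in oligodendrocytes, and was lower in the neurons in 5 of 5 rats. Free RNA that adds the same number of UMIs to every droplet would also give a lower rate in deeper nuclei. By nuclei, *Th* was detected in 36.1% of these neurons against 25.7% of oligodendrocytes, so neither measure alone settles the source of *Th*. Neurons without *Glp1r* were also drawn from the same rat at matched UMI totals (100000 draws). The draws held on average 26.8 *Gad1*-positive neurons, with 95% of draws between 20 and 34, and 93 of the 100000 draws, which do not cover the spread between rats, reached the 39 observed. Per rat, the observed number of *Gad1*-positive neurons was above that of the draws in 3 of 5 rats (exact two-sided sign-flip permutation test, p = 0.25). For *Th* the draws held on average 30.1 neurons, with 95% of draws between 23 and 37, and the 22 observed were fewer in 5 of 5 rats (exact two-sided sign-flip permutation test, p = 0.0625, the smallest p that 5 rats allow). These draws came from all neurons, dopaminergic ones included. Drawn from the same cluster as well, the average was 24.0, and 2 of 5 rats lay above their draws (exact two-sided sign-flip permutation test, p = 0.3125). The lower *Th* number was thus not seen within clusters.

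**Figure D1:**
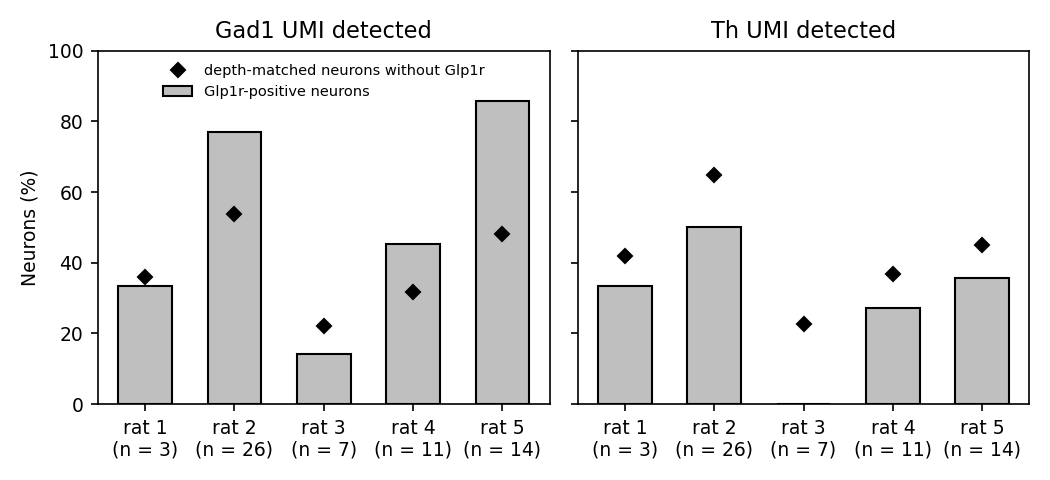
Percentage of *Glp1r*-expressing neurons (bars) with a *Gad1* UMI (left) or a *Th* UMI (right) in each rat, with the number of neurons under each bar, and the mean percentage among neurons without *Glp1r* drawn from the same rat at matched UMI totals (diamonds). *Gad1* bars exceed the diamonds in 3 of 5 rats, and *Th* bars lie below them in 5 of 5 rats.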

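*Glp1r* was also compared between neurons grouped by *Gad1* and *Th*. It was detected in 1.87% ± 0.958 of *Gad1*-positive neurons and in 0.765% ± 0.517 of *Gad1*-negative neurons (SD, n = 5 rats). The difference of 1.11 percentage points ± 0.905 (SD, n = 5) was positive in 5 of 5 rats (exact two-sided sign-flip permutation test, p = 0.0625, the smallest p that 5 rats allow). With neurons thinned to 1000 UMIs and the 895 of 6446 neurons with fewer UMIs left out, the difference was 0.119 percentage points (exact two-sided sign-flip permutation test over 5 rats, p = 0.875), and was not detectable at that depth.

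Counts were then summed per rat over *Gad1*-positive neurons without *Th*, *Th*-positive neurons without *Gad1*, and neurons with neither transcript, with neurons that had both left out. *Glp1r* averaged 0.0260 ± 0.0210 UMIs per 10000 UMIs in the *Gad1*-positive group, 0.0291 ± 0.0140 in the group with neither transcript, and 0.00203 ± 0.00204 in the *Th*-positive group (SD, n = 5 rats). These levels rested on 30, 27 and 3 *Glp1r* UMIs in all. The log2 fold change of *Glp1r* between *Gad1*-positive neurons and neurons with neither transcript was 0.19 (SE 0.46, adjusted p = 0.983 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 11878 genes), and it changed sign to −0.30 without rat 5. The mean of the rats has the opposite direction, and the *Gad1*-positive group was lower in 3 of 5 rats. Against *Th*-positive neurons the log2 fold change was 3.40 (SE 0.67, adjusted p = 6.9e-04 from the same edgeR test). The ratio of the summed *Glp1r* levels of these groups was 13.2, with an exact 95% interval for counting error of 4.10 to 67.5. The 708 neurons with both transcripts held 34 *Glp1r* UMIs, more than any of these groups, at a mean of 0.0563 ± 0.0345 per 10000 (SD, n = 5 rats). With these neurons counted as *Gad1*-positive, a comparison added after the data had been seen, the log2 fold change was 0.49 against neurons with neither transcript (SE 0.40, edgeR adjusted p = 0.816 over 12059 genes) and 3.75 against *Th*-positive neurons (SE 0.58, edgeR adjusted p = 5.9e-05). Neither choice brought the first of these contrasts past the threshold. From the share of *Glp1r*-expressing nuclei with *Gad1* and the lack of overlap with *Th* in its snRNA-seq data (Fig. 4G), together with its FISH data (Fig. 4, A to D), the paper concludes that GABA neurons are the main cells of the VTA to express GLP-1Rs.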

**Fig. 4.**
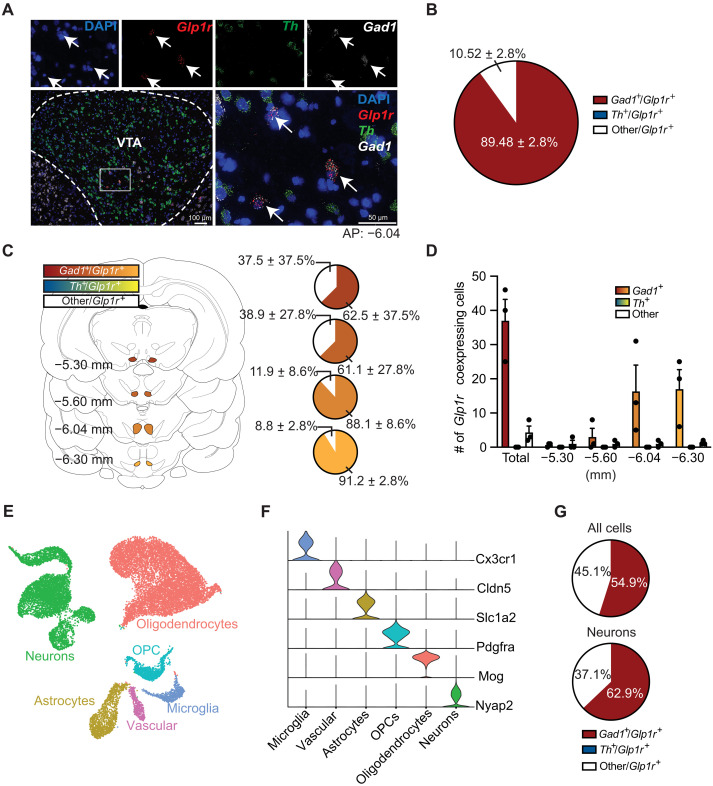
GLP-1Rs are expressed primarily on GABAergic neurons in the VTA. (**A**) FISH revealed *Glp1r* transcripts coexpressed with *Gad1* transcripts in the VTA [4′,6-diamidino-2-phenylindole (DAPI; blue), *Glp1r* (red), *Th* (green), and *Gad1* (white)]. (**B**) About 90% of all *Glp1r*-expressing neurons in the VTA coexpress *Gad1*. No *Glp1r* transcripts were detected in *Th*-positive cells (*n =* 3 rats; four slices per rat). (**C** and **D**) Both the total percentage and number of *Glp1r*-positive cells coexpressing *Gad1* are greater in posterior regions of the VTA (*n* = 3 rats). (**E**) Uniform manifold approximation and projection dimension reduction plot for snRNA-seq from the VTA of drug-naïve rats (*n* = 5). Nuclei are colored by major cell type. (**F**) Violin plot showing normalized expression of marker genes for major VTA cell types. OPCs, oligodendrocyte precursor cells. (**G**) Pie charts displaying the percentage of *Glp1r*-expressing cells (top) or neurons (bottom) that coexpress *Gad1*, *Th*, or neither marker in the snRNA-seq dataset. Data are mean ± SEM.

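With counts as deposited, the *Glp1r*-expressing nuclei fell into exclusive groups of 20 with *Gad1* and without *Th* (28.2%), 20 with both transcripts (28.2%) and 7 with *Th* and without *Gad1* (9.86%), the rest having neither. The 20 nuclei with both transcripts were the deepest, with a median of 10365 UMIs. Of the 7 nuclei with *Th* and without *Gad1*, 3 were neurons. *Gad1* was detected in 2 of 6, 20 of 29, 1 of 9, 5 of 11 and 12 of 16 *Glp1r*-expressing nuclei in rats 1 to 5. *Th* was detected in 3 of 6, 15 of 29, 0 of 9, 3 of 11 and 6 of 16 of these nuclei. Among *Glp1r*-expressing neurons, *Gad1* was detected in 1 of 3, 20 of 26, 1 of 7, 5 of 11 and 12 of 14. Rat 2 contributed the most *Glp1r*-expressing nuclei, and without it the shares with *Gad1* were 47.6% of nuclei and 54.3% of neurons.

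After subtraction of the free RNA profile, *Gad1* was detected in 37 of 69 *Glp1r*-expressing nuclei (53.6%, CI 41.2 to 65.7%) and in 37 of 59 neurons (62.7%, CI 49.1 to 75.0%). *Th* was then detected in 0 of the 59 neurons. With at least 2 UMIs required in place of 1, *Gad1* was detected in 45.1% of the *Glp1r*-expressing nuclei and *Th* in 8.45%. With no maximum of genes and counts as deposited, *Gad1* was detected in 64 of 96 *Glp1r*-expressing nuclei (66.7%) and *Th* in 43.8%.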

### Systemic GLP-1R agonist pharmacotherapy increases activity of VTA GABA neurons and attenuates cocaine seeking

Our FISH and snRNA-seq studies revealed that GLP-1Rs expressed primarily on GABA neurons in the VTA (Fig. 4). However, it is unclear how GLP-1R activation influences the activity of VTA GABA neurons in cocaine-experienced rats and how these cell type–specific cellular responses are related to cocaine-seeking behavior. We used in vivo fiber photometry in transgenic rats to determine how GLP-1R agonist pharmacotherapy alters activity of VTA GABA neurons during reinstatement test sessions. To measure changes in intracellular calcium levels in midbrain GABA neurons during cocaine seeking, a Cre-dependent GCaMP8f virus was infused into the VTA of rats expressing Cre-recombinase under the *GAD* promoter, and a fiberoptic cannula was implanted directly above the infusion site (Fig. 5A). A representative image of subregion-specific viral expression is shown in Fig. 5B. Fluorescent labeling of *eGfp*, *Th*, and *Gad1* mRNA transcripts using FISH confirmed selective GCaMP8f expression in *Gad1*-positive neurons in the VTA (Fig. 5B).

**Fig. 5.**
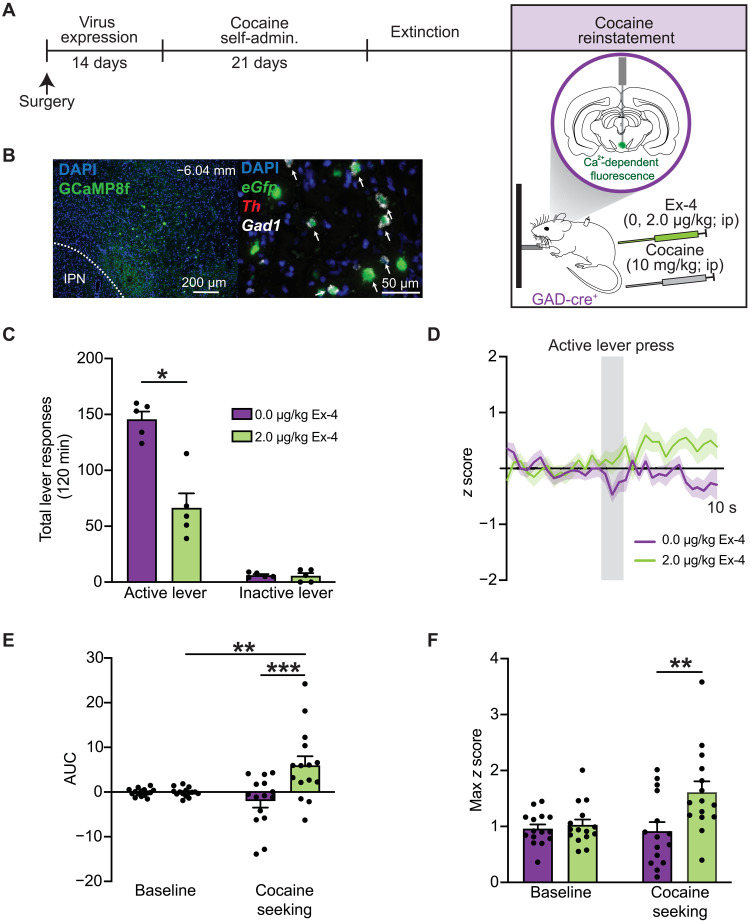
Systemic GLP-1R agonist pharmacotherapy increases VTA GABA neuron activity and decreases cocaine seeking. (**A**) Schematic illustrating the viral approach and experimental timeline wherein a Cre-dependent AAV-expressing GCaMP8f virus was infused into the VTA of GAD-Cre rats to measure intracellular calcium dynamics in VTA GABA neurons during reinstatement tests sessions. (**B**) Representative image of GCaMP8f viral expression in the VTA. FISH confirmed selective GCaMP8f expression in *Gad1*-positive cells [DAPI (blue), *eGfp* (green), *Th* (red), and *Gad1* (white)]. IPN, Interpeduncular nucleus. (**C**) Systemic exendin-4 administration decreased active lever responses during cocaine reinstatement test sessions [*n =* 5 (three female and two male rats); two-way RM ANOVA, treatment × lever: *F*_1,4_ = 19.64, *P* = 0.0114; Bonferroni’s test: vehicle versus exendin-4, *P = 0.0129]. (**D**) Normalized z score traces during cocaine seeking in rats pretreated with vehicle or exendin-4 (*n* = 5 rats; three active lever presses per rat per treatment). (**E**) Cocaine seeking significantly increased the AUC of recorded Ca^2+^ signals from VTA GABA neurons in rats treated with exendin-4, but not vehicle (*n* = 15; two-way RM ANOVA, treatment × time: *F*_1,28_ = 9.652, *P* = 0.0043; Bonferroni’s test: baseline versus cocaine seeking in rats treated with exendin-4, **P = 0.0099). The AUC from rats treated with exendin-4 was also significantly increased during cocaine seeking compared to vehicle-treated controls (Bonferroni’s test: 0.0 versus 2.0 μg/kg exendin-4 during cocaine seeking, ***P = 0.0001). (**F**) Exendin-4 significantly increased maximum *z* scores in VTA GABA neurons during cocaine seeking compared to vehicle-treated controls (*n* = 15; two-way RM ANOVA, treatment × time: *F*_1,28_ = 4.110, *P* = 0.0522; Bonferroni’s test: 0.0 versus 2.0 μg/kg exendin-4 during cocaine seeking, **P = 0.0036). Data are mean ± SEM.

To determine whether GLP-1R activation increases calcium dynamics in VTA GABA neurons during cocaine seeking, rats were pretreated with vehicle or exendin-4 (2.0 μg/kg, ip) before a cocaine priming–induced reinstatement test session. Consistent with our prior studies (*9*, *14*), exendin-4 significantly reduced cocaine seeking in GAD-Cre rats (Fig. 5C). Cell type–specific normalized *z* score traces during cocaine seeking are presented in Fig. 5D. Area under the curve (AUC) and maximum *z* scores were calculated from these traces. AUC was significantly increased during cocaine seeking compared to baseline in VTA GABA neurons of rats pretreated with exendin-4, indicating that cocaine-seeking behavior evokes transient increases in VTA GABA neuron activity in exendin-4–treated rats (Fig. 5, E and F). AUC and maximum *z* scores were significantly increased in VTA GABA neurons from exendin-4–treated rats compared to VTA GABA neurons from vehicle-treated controls (Fig. 5, E and F). These results indicate that exendin-4 pretreatment produces greater activity of VTA GABA neurons during drug seeking compared to vehicle-treated controls. Normalized *z* score traces associated with inactive lever presses during reinstatement test sessions are presented in fig. S3A. There were no effects of treatment on AUC and maximum *z* scores from VTA GABA neurons following inactive lever responses during reinstatement test sessions (fig. S3, B and C). To confirm that these calcium dynamics were specific to cocaine-seeking behavior, a separate group of GAD-Cre rats was allowed to self-administer saline before undergoing extinction and subsequent reinstatement tests. There were no effects of vehicle or exendin-4 on AUC or maximum *z* scores from VTA GABA neurons following active lever presses during the reinstatement test sessions in drug-naïve rats (fig. S4, A to D). Together, these findings indicate that GLP-1R agonist pharmacotherapy increases calcium dynamics in VTA GABA neurons during cocaine seeking, effects associated with decreased drug-seeking behavior during abstinence.

To confirm that activation of GABAergic neurons in the VTA is sufficient to attenuate cocaine seeking, AAV-DIO-hM3D(Gq)-mCherry was infused into the VTA of rats expressing Cre-recombinase under the *GAD* promoter (fig. S5). Rats were then allowed to self-administer cocaine for 21 days before extinction and subsequent reinstatement test sessions. Rats were pretreated with vehicle or CNO (0.1 or 1.0 mg/kg, ip) before a cocaine priming–induced reinstatement test session. CNO dose-dependently decreased cocaine seeking, effects associated with increased activation of GABAergic neurons in the VTA (fig. S5). These findings support our hypothesis that the suppressive effects of exendin-4 on cocaine seeking are due, in part, to activating inhibitory GABA circuits in the midbrain.

### Systemic GLP-1R agonist pharmacotherapy reduces activity of VTA dopamine neurons and attenuates cocaine seeking

Systemic GLP-1R agonist administration reduced cocaine-evoked dopamine release in the nucleus accumbens (NAc) (*21*), a downstream target of VTA dopamine neurons known to play a critical role in cocaine seeking (*22*, *23*). Given that GLP-1R agonist pharmacotherapy increased activity of VTA GABA neurons in cocaine-experienced rats (Fig. 5), we hypothesized that this cell type–specific response would coincide with decreased VTA dopamine cell activity and represent one mechanism by which systemic exendin-4 suppresses cocaine-seeking behavior. We used in vivo fiber photometry in transgenic rats to determine how GLP-1R agonist pharmacotherapy alters activity of VTA dopamine neurons during cocaine reinstatement test sessions. To measure changes in intracellular calcium levels in midbrain dopamine neurons during cocaine seeking, a Cre-dependent GCaMP8f virus was infused into the VTA of rats expressing Cre-recombinase under the *Th* promoter, and a fiberoptic cannula was implanted directly above the infusion site (Fig. 6A). A representative image of subregion-specific viral spread is shown in Fig. 6B. Fluorescent labeling of *eGfp*, *Th*, and *Gad1* mRNA transcripts using FISH confirmed selective GCaMP8f expression in *Th*-positive neurons in the VTA (Fig. 6B).

**Fig. 6.**
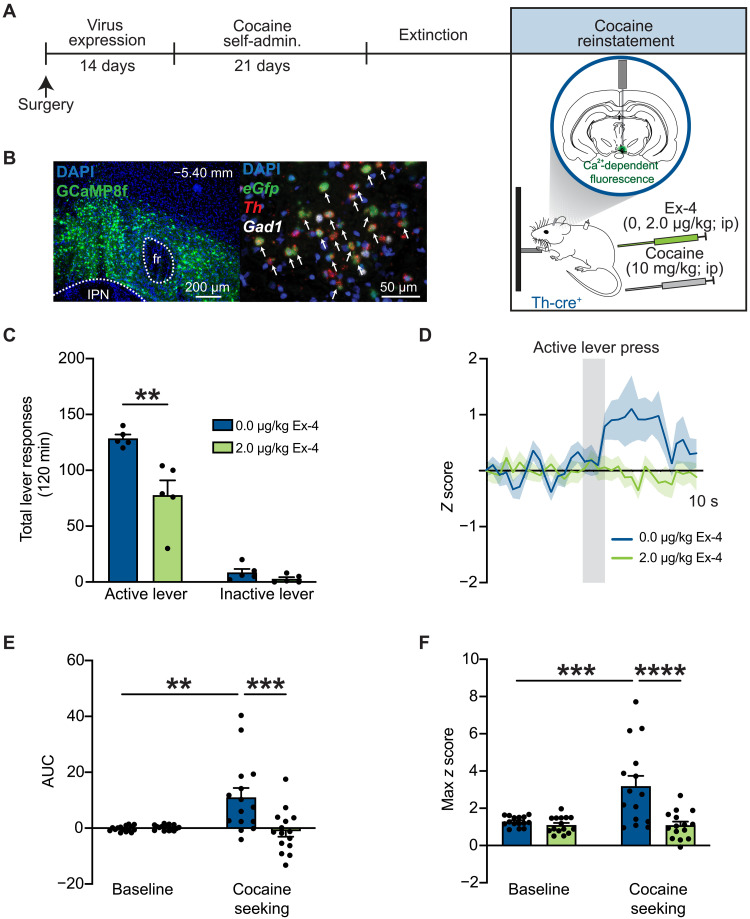
Systemic GLP-1R agonist pharmacotherapy attenuates VTA dopamine neuron activity and decreases cocaine seeking. (**A**) Schematic illustrating viral approach and experiment timeline where a Cre-dependent AAV-expressing GCaMP8f virus was infused into the VTA of TH-Cre rats to measure intracellular calcium dynamics in VTA dopamine neurons during reinstatement tests sessions. (**B**) Representative image of GCaMP8f viral expression in the VTA. FISH confirmed selective GCaMP8f expression in *Th*-positive cells [DAPI (blue), *eGfp* (green), *Th* (red), and *Gad1* (white)]. (**C**) Systemic exendin-4 administration decreased active lever responses during cocaine reinstatement test sessions [*n =* 5 (two female and three male rats); two-way RM ANOVA, treatment × lever: *F*_1,4_ = 39.66, *P* = 0.0032; Bonferroni’s test: vehicle versus exendin-4: **P = 0.0023]. (**D**) Normalized *z* score traces during cocaine seeking in rats pretreated with vehicle or exendin-4 (*n* = 5 rats; three active lever presses per rat per treatment). (**E**) Cocaine seeking significantly increased the AUC of recorded Ca^2+^ signals from VTA dopamine neurons in rats treated with vehicle (two-way RM ANOVA, treatment × time: *F*_1,28_ = 10.71, *P* = 0.0028; Bonferroni’s test: baseline versus cocaine seeking in vehicle-treated controls: **P = 0.0011). Exendin-4 pretreatment significantly attenuated cocaine seeking–evoked increases in VTA dopamine neuron activity (Bonferroni’s test: 0.0 versus 2.0 μg/kg exendin-4 during cocaine seeking: ***P = 0.0002). (**F**) Cocaine seeking significantly increased maximum *z* scores in VTA dopamine neurons in rats treated with vehicle (two-way RM ANOVA, treatment × time: *F*_1,28_ = 11.37, *P* = 0.0022; Bonferroni’s test: baseline versus cocaine seeking in vehicle-treated controls: ***P = 0.0002). Exendin-4 pretreatment significantly decreased maximum *z* scores in VTA dopamine neurons during cocaine seeking compared to vehicle [Bonferroni’s test: cocaine seeking (0.0 μg/kg) versus cocaine seeking (2.0 μg/kg), ****P < 0.0001]. Data are mean ± SEM.

To determine whether GLP-1R activation supresses calcium dynamics in VTA dopamine neurons during cocaine seeking, rats were pretreated with vehicle or exendin-4 (2.0 μg/kg, ip) before a cocaine priming–induced reinstatement test session (Fig. 6A). Consistent with our prior studies (*9*, *14*) and the reinstatement studies above in GAD-Cre rats (Fig. 5C), exendin-4 significantly reduced cocaine seeking in TH-Cre rats (Fig. 6C). Cell type–specific normalized *z* score traces during cocaine seeking are presented in Fig. 6D. AUC and maximum *z* scores were significantly increased during cocaine seeking compared to baseline in VTA dopamine neurons of vehicle-treated rats. These findings indicate that cocaine-seeking behavior evokes transient increases in VTA dopamine neuron activity (Fig. 6, E and F). Pretreatment with exendin-4 blocked cocaine seeking–evoked increases in AUC and maximum *z* scores (Fig. 6, E and F). Normalized *z* score traces associated with inactive lever presses during reinstatement tests are presented in fig. S6A. No effects of treatment were found on AUC and maximum *z* scores from VTA dopamine neurons following inactive lever responses during the reinstatement test sessions (fig. S6, B and C). To confirm that these calcium dynamics were specific to cocaine-seeking behavior, a separate group of TH-Cre rats was allowed to self-administer saline before undergoing extinction and subsequent reinstatement test sessions. There were no effects of vehicle or exendin-4 on AUC or maximum *z* scores from VTA dopamine neurons following an active lever press in drug-naïve rats (fig. S7). Together, these findings indicate that activity of VTA dopamine neurons is significantly increased during cocaine seeking and that GLP-1R agonist pharmacotherapy prevents/blocks this cellular response and suppresses drug-seeking during abstinence.

## DISCUSSION

An emerging literature indicates that activating central GLP-1Rs is sufficient to reduce cocaine-seeking behavior (*9*, *14*, *15*), findings that support translational studies focused on repurposing GLP-1R agonists to treat CUD (*5*, *24*). However, the neural mechanisms underlying the efficacy of GLP-1R agonists to reduce cocaine seeking and the role of central GLP-1–producing neural circuits in cocaine seeking are unknown. Here, we discovered that cocaine self-administration and acute withdrawal decreased plasma GLP-1 levels and that chemogenetic activation of GLP-1–producing NTS neurons that project to the VTA is sufficient to attenuate cocaine seeking during abstinence. We also showed that GLP-1Rs are expressed primarily on GABA neurons in the VTA and that the suppressive effects of a GLP-1R agonist on cocaine seeking are associated with increased activity of VTA GABA neurons and decreased activity of VTA dopamine neurons. These cell type–specific cellular responses expand our understanding of the neural mechanisms underlying the efficacy of GLP-1R agonists on cocaine seeking. Our findings suggest that targeting endogenous GLP-1–producing neural circuits may reduce cocaine craving–induced relapse and further support the potential for GLP-1R–based pharmacotherapeutic approaches to treat CUD.

### Endogenous GLP-1 signaling is dynamically altered by cocaine taking and abstinence

A pilot study of human cocaine users showed that intravenous cocaine self-administration decreased serum GLP-1 levels, effects associated with cocaine-related cardiorespiratory and subjective responses (*25*). While it is not clear how decreased serum GLP-1 may promote the subjective experiences of cocaine in humans, these results suggest that reduced GLP-1 signaling may drive ongoing cocaine taking. We extended these findings to a preclinical model of CUD and found that plasma GLP-1 concentrations were significantly decreased following intravenous cocaine self-administration and acute abstinence in rats. Given that systemic administration of GLP-1R agonists reduce cocaine taking (*26*) and seeking (*9*, *14*) in rodents, these results suggest that decreased endogenous GLP-1 signaling may facilitate cocaine-seeking behavior. Consistent with these results, expression of PPG mRNA, a necessary precursor of GLP-1 production, is decreased in the NTS following 7 days of cocaine abstinence, a time point associated with robust cocaine-seeking behavior in rats (*9*). Together, these findings support the hypothesis that decreased endogenous GLP-1 signaling promotes/facilitates drug seeking and that activating central GLP-1–producing neural circuits may attenuate cocaine-seeking behavior during abstinence.

While plasma GLP-1 levels are significantly decreased following cocaine self-administration, our prior studies suggest a trend toward increased NTS PPG mRNA expression at the same time point (*9*). These findings indicate that cocaine taking and subsequent abstinence have differential effects on peripheral versus central GLP-1 expression. Therefore, it is also possible that reduced peripheral GLP-1 expression contributes to the subjective effects of cocaine and promotes drug taking, while increased central GLP-1 signaling fucntions as a compensatory response to reduce ongoing drug taking (*25*). Disentangling the roles of peripheral and central GLP-1 signaling in cocaine-mediated behaviors is an important future direction of the lab.

### Targeted activation of endogenous GLP-1–producing “anticraving” circuits attenuates cocaine seeking

The VTA receives monosynaptic projections from GLP-1–producing neurons in the NTS (*27*) and plays a critical role in the reinstatement of cocaine-seeking behavior (*4*). While cocaine taking does not alter GLP-1R expression in the VTA, abstinence following cocaine self-administration decreased PPG mRNA expression in the NTS (*9*). These results suggest that decreased PPG expression in the NTS may facilitate/promote cocaine seeking via reduced GLP-1 tone in target nuclei, including the VTA (*5*). Here, we showed that chemogenetic activation of GLP-1–producing NTS neurons that project to the VTA is sufficient to suppress drug seeking in cocaine-experienced rats. These findings establish a functional role for GLP-1–producing NTS➔VTA projections in cocaine seeking and support the hypothesis that endogenous GLP-1R–expressing circuits are important “anticraving” pathways that when activated reduce drug seeking during abstinence. These results are consistent with a previous study in which we reported that chemogenetic activation of GLP-1–producing NTS neurons that project to the laterodorsal tegmental nucleus (LDTg) reduced cocaine seeking (*15*). These effects were mediated, in part, by activation of GLP-1Rs on GABAergic LDTg neurons that project to the VTA (*15*). Collectively, these findings indicate that activation of GLP-1–producing neurons in the NTS attenuates cocaine seeking and regulates the mesolimbic dopamine system via direct projections to the VTA as well as polysynaptic connections to the VTA via GLP-1R–expressing hubs such as the LDTg. It should be noted that the NTS consists of a heterogeneous population of cells and that other cell types may have been targeted by our viral approaches including noradrenergic cells that project to the VTA. Noradrenergic cells are activated by cocaine self-administration and could contribute to the suppressive effects of CNO-induced activation of NTS➔VTA circuits on cocaine seeking during abstinence (*28*–*31*).

Previous studies in drug-naïve rodents showed that activation of GLP-1–producing NTS neurons that project to the VTA transiently reduced food intake (*16*). Consistent with these effects, systemic infusions of GLP-1R agonists attenuate food intake in drug-naïve rodents and humans (*18*, *19*, *32*). Therefore, we screened for these potential adverse effects following NTS➔VTA circuit activation in our cocaine-experienced animals. We found that activation of NTS➔VTA circuits suppressed cocaine seeking in rats without affecting ad libitum food and water intake. Thus, targeted activation of endogenous GLP-1–producing neural circuits selectively reduces drug seeking during abstinence in cocaine-experienced rats. Although it is not clear how these findings will translate to human cocaine users, these preclinical studies indicate that activation of NTS➔VTA GLP-1–producing projections selectively reduced cocaine seeking. The potential weight loss effects of GLP-1R agonsits, however, are of particular concern for stimulant users who may have preexisting malnutrition status. In addition to monitoring weight loss and nutritional statues, future clinical trials should measure nausea and emesis following activation of central GLP-1–producing circuits as these adverse effects are a primary reason cited for discontinuation of GLP-1R agonist pharmacotherapy (*17*, *33*).

To date, only one other study has investigated the functional role of NTS➔VTA circuits in motivated behaviors. This study showed that chemogenetic activation of NTS➔VTA projections decreased consumption of a high-fat diet (HFD) in drug-naïve mice (*16*). In contrast, our findings clearly show that chemogenetic activation of NTS➔VTA projections during abstinence did not decrease ad libitum food intake or body weight in cocaine-experienced rats. These findings are consistent with our previous behavioral pharmacology studies in which we identified behaviorally selective doses of systemic and intra-VTA exendin-4 that reduced drug seeking in cocaine-experienced rats and did not reduce food intake or body weight (*9*). Although not clear, these discrepant findings could be due to species differences, cocaine exposure, and/or selective effects of NTS➔VTA circuit activation on macronutrient preference (HFD versus normal chow). In support of the latter, chemogenetic activation of the NTS suppressed consumption of a HFD but did not suppress intake of normal chow in drug-naïve mice (*16*). A limitation of this study was the activation of heterogeneous NTS neuron populations (i.e., neither GLP-1–producing cells or projection-specific neurons were targeted). It is possible that additional satiety signals, such as glutamate (*34*), GABA (*35*), cholecystokinin (*36*), pro-opiomelanocortin (*37*), neuropeptide Y (*38*), and/or norepinephrine (*28*), are mediating the macronutrient-dependent feeding responses associated with NTS neuron activation. However, given that GLP-1R agonism in the VTA more robustly suppresses the intake of highly palatable foods compared to normal chow in drug-naïve rodents (*27*, *39*, *40*), it is likely that endogenous GLP-1 signaling in the VTA more selectively regulates hedonic rewards versus homeostatic signals (*4*). Our preclinical evidence to date indicate that cocaine-mediated behaviors are more sensitive to modulation by GLP-1R agonists and increased central GLP-1 signaling than nondrug motivated behaviors in cocaine-experienced rats. Notably, exenatide-based GLP-1R agonists have 53% structual homology to endogenous human GLP-1 (*41*), while semaglutide, a newer-generation GLP-1R agonist, has 94% structural homology to endogenous human GLP-1 and is less susceptible to degradation by dideptidyl peptidase IV (*42*). Future preclinical studies should investigate the effects of these newer-generation GLP-1R agonists, which may have enhanced efficacy on cocaine seeking.

### The efficacy of systemic GLP-1R agonists to attenuate cocaine seeking is associated with increased activity of GABA neurons in the VTA

While an emerging literature indicates that activation of VTA GLP-1Rs is sufficient to reduce drug-seeking behavior (*9*, *15*), the cell type–specific neural mechanisms underlying the efficacy of GLP-1R agonists and increased GLP-1 signaling in the VTA on cocaine seeking remain largely unknown. Using FISH and snRNA-seq, we discovered that GLP-1Rs are expressed primarily on GABA neurons in the rat VTA. No *Glp1r* transcripts were identified in VTA dopamine neurons. This anatomy suggests that enhanced GLP-1 signaling in the VTA regulates cocaine seeking, in part, through activation of GLP-Rs expressed on inhibitory midbrain circuits. These data are consistent with previous studies of transgenic mice modified to express fluorescent proteins under the *Glp1r* promoter (*43*, *44*). These studies showed little to no coexpression GLP-1Rs and dopamine cell markers in the VTA (*43*, *44*) and high coexpression of GLP-1Rs and GABA cell markers throughout the mesolimbic reward system (*43*). 

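In the snRNA-seq data, neurons were clustered alone into 29 sub-clusters, of which 3 were called dopaminergic-like from the markers *Th*, *Slc6a3*, *Slc18a2*, *Ddc*, *Slc10a4*, *En1*, *Pitx3* and *Nr4a2*. This comparison was added after the data had been seen. The dopaminergic-like sub-clusters held 1219 neurons, of which 77.9% had a *Th* UMI, against 26.5% of the other 5227 neurons. *Th* reached 5.23 UMIs per 10000 UMIs in dopaminergic-like neurons. Sub-clusters with mixed scores were counted among the other neurons. A mixed sub-cluster of 378 neurons scored highest for dopaminergic markers and held 0 *Glp1r*-expressing neurons. Another, of 384 neurons, scored highest for glutamatergic and next for dopaminergic markers. In it, 56.5% of neurons had a *Th* UMI and 2 had *Glp1r*, so the counts below depend on where such sub-clusters are placed. *Glp1r* was detected in 1 of the 1219 dopaminergic-like neurons (0.0820%, CI 0.00208 to 0.456%) and in 60 of the other neurons (1.15%). The 1 nucleus came from rat 2, and its *Glp1r* UMI did not remain after subtraction of the free RNA profile. That profile held 0.0222 *Glp1r* UMIs per 10000 among 1802227 UMIs, and subtracted counts were rounded. The loss of this UMI therefore rests on few UMIs and does not show that the nucleus lacked *Glp1r*. Averaged over rats, detection of *Glp1r* was lower in dopaminergic-like neurons by 1.46 percentage points, in 5 of 5 rats (exact two-sided sign-flip permutation test, p = 0.0625, the smallest p that 5 rats allow). At the depth of these nuclei, *Glp1r* transcripts at a level too low to leave a UMI were not detectable.

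**Figure D2:**
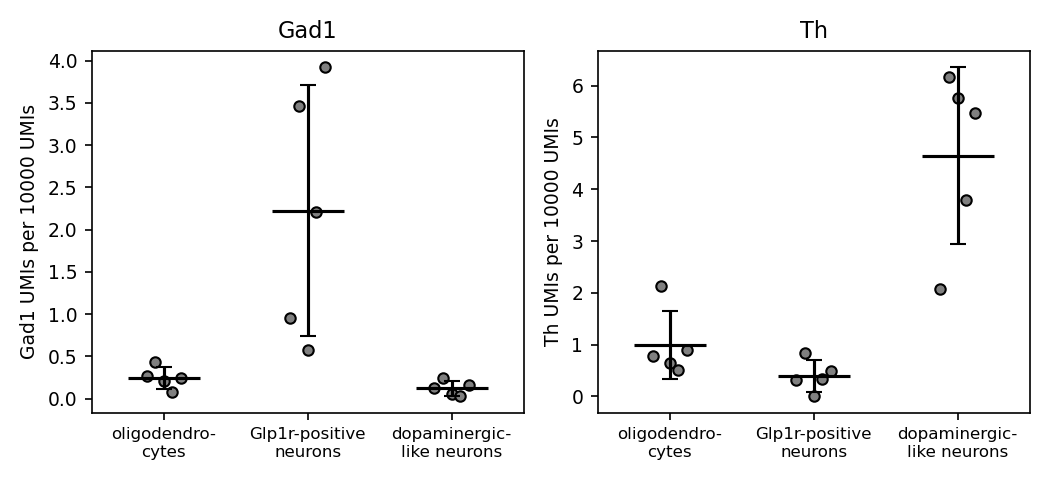
*Gad1* (left) and *Th* (right) UMIs per 10000 UMIs in oligodendrocytes, *Glp1r*-expressing neurons and dopaminergic-like neurons. Points are rats, horizontal lines means and vertical bars SDs (n = 5). Over all rats together, *Th* was at 5.23 in dopaminergic-like neurons and at 0.587 in *Glp1r*-expressing neurons.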

We also identified populations of *Glp1r*-expressing cells in the VTA that did not express *Gad1 or Th*. 

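In the snRNA-seq data, 24 of the *Glp1r*-expressing nuclei (33.8%) had no UMI of *Gad1* or *Th*, and 8 of these were from rat 3, the shallowest library. They comprised 19 neurons, 3 oligodendrocytes and 2 OPCs. The 19 neurons (31.1% of *Glp1r*-expressing neurons) had a median of 5971 UMIs, below the median of 8848 UMIs of *Glp1r*-expressing neurons with *Gad1* and without *Th*. A vesicular glutamate transporter gene (*Slc17a6*, *Slc17a7* or *Slc17a8*) was detected in 11 of the 19 neurons, with *Slc17a6* in 8. In oligodendrocytes, 4.95% of nuclei had a *Slc17a6* UMI. *Gad2* or *Slc32a1*, which like *Gad1* mark GABA neurons, was detected in 6 of the 19 neurons, 2 of which also had a vesicular glutamate transporter gene. As 12.0% of oligodendrocytes had a *Gad2* UMI and 6.51% a *Slc32a1* UMI at a lower depth, free RNA is not excluded as the source of some of these UMIs. The other 4 neurons had none of these genes detected. After subtraction of the free RNA profile, 31 nuclei (44.9%) and 22 neurons (37.3%) had neither *Gad1* nor *Th*.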

Future studies are needed to characterize these cell populations and determine their functional relevance to cocaine-mediated behaviors.

GLP-1Rs are coupled predominantly to G_s_ proteins and increase cAMP signaling when activated (*45*, *46*). Electrophysiology studies in drug-naïve rodents revealed that GLP-1R agonism transiently increased the frequency and amplitude of spontaneous and miniature inhibitory postsynaptic currents (*47*–*49*). Together with our present findings that GLP-1Rs are expressed primarily on VTA GABA neurons and that GLP-1R agonism increases c-Fos expression in VTA neurons, we hypothesized that systemic administration of a GLP-1R agonist would increase the activity of VTA GABA neurons and decrease cocaine seeking. Here, we showed that exendin-4 increased VTA GABA neuron activity during cocaine seeking at a dose that significantly attenuated cocaine reinstatement. These findings highlight a mechanism wherein GLP-1R agonist pharmacotherapy activates inhibitory midbrain neurons to suppress cocaine-seeking behavior. These data are also consistent with our present studies showing chemogenetic activation of VTA GABA neurons attenuated cocaine seeking, as well as prior studies in which stimulation of GABA neurons in the VTA with GABA receptor agonists attenuated the ability of cocaine (*50*), cocaine-paired cues (*51*), and stress (*52*) to reinstate cocaine-seeking behavior. The current study is limited to the effects of GLP-1R activation on VTA GABA neuron activity during cocaine-primed reinstatement. Future studies are needed to determine whether GLP-1R pharmacotherapy has similar effects on VTA GABA neurons during cue-induced and/or stress-induced reinstatement. It is possible that the GLP-1R–expressing circuits that mediate the ability of these distinct stimuli to reinstate cocaine-seeking behavior are different. Given the high coexpression of GLP-1Rs and GABA cell markers throughout the mesolimbic system (*15*, *43*), GABA neurons in other nuclei implicated in cocaine seeking are anatomically and functionally positioned to contribute to the efficacy of GLP-1R pharmacotherapy. Therefore, future studies should also explore how GLP-1R pharmacotherapy influences the activity of GABA neurons in other relevant nuclei, such as the LDTg, the central nucleus of the amygdala (CeA), and the NAc, as well as how these GLP-1R–expressing GABA circuits regulate cocaine-mediated behaviors.

Previously, we showed that systemic exendin-4 penetrates the brain and distributes to the VTA where it is localized in proximity to *Th^+^* neurons (*9*). Anatomical studies, albeit in mice, identified dense GLP-1R–expressing fibers surrounding VTA dopamine neurons (*43*). These data suggest a presynaptic mechanism by which GLP-1R–expressing terminals are modulating phasic dopamine cell firing in the VTA. Activation of GLP-1Rs expressed on presynaptic terminals in the hippocampus has been shown to enhance depolarization-evoked GABA release (*53*). It is possible that GLP-1R agonists reduce cocaine seeking, in part, by increasing GABA release from presynaptic terminals in the VTA, effects consistent with the postsynaptic mechanism revealed in the current study. In addition, one study suggested that activating presynaptic GLP-1Rs may alter glutamate signaling in the VTA and, in turn, modulate midbrain dopamine cell activity (*39*). Thus, the neurochemical mechanisms in the midbrain underlying the efficacy of GLP-1R agonists on cocaine seeking are complex and likely involve both presynaptic and postsynaptic GLP-1Rs. Future studies are needed to fully characterize the role of presynaptic VTA GLP-1Rs in modulating phasic dopamine cell firing and cocaine-seeking behavior.

### The efficacy of systemic GLP-1R agonists to attenuate cocaine seeking is associated with decreased activity of dopamine cells in the VTA

VTA dopamine neurons mediate the rewarding effects of cocaine, and increased dopamine cell firing in the VTA is necessary for cocaine seeking (*54*, *55*). For example, chemogenetic inhibition of VTA dopamine neurons prevented the ability of a priming injection of cocaine and stress to reinstate drug seeking in cocaine-experienced rats (*55*). In addition, in vivo electrophysiology studies in awake, freely behaving rats have shown that cocaine increases VTA dopamine cell firing (*56*, *57*), and cocaine self-administration produces long-term changes in VTA dopamine neuron excitability to drive cocaine seeking (*58*). In the current study, we showed that exendin-4 attenuates cocaine seeking and blocks cocaine seeking–evoked increases in VTA dopamine activity. These findings are consistent with microdialysis studies showing that systemic doses of exendin-4 that attenuated cocaine-induced conditioned place preference and cocaine self-administration in mice also decreased cocaine-evoked dopamine release in the NAc (*21*) and dorsal striatum (*26*). Similarly, a study done in head-fixed rats using fast-scan cyclic voltammetry showed that exendin-4 pretreatment suppressed the induction of phasic dopamine release events in the NAc by intravenous cocaine (*59*). Collectively, these findings suggest that increased GLP-1R activation in the VTA attenuates cocaine seeking, in part, by decreasing phasic dopamine cell firing. Future studies are needed to explore how GLP-1R agonism influences dopamine release in the striatum, as well as the activity of D1 dopamine receptor– and D2 dopamine receptor–expressing medium spiny neurons in the NAc during cocaine seeking. These studies will provide important insights into the how activation of GLP-1Rs in the VTA attenuates dopamine signaling to influence activity in the two main output pathways of the striatal complex and ultimately decrease cocaine seeking.

Comprehensively, our results indicate that GLP-1R agonist pharmacotherapy produces distinct cellular responses in VTA GABA and dopamine neurons of cocaine-experienced rats. Specifically, we found GLP-1R agonist pharmacotherapy increased VTA GABA neuron activity associated with cocaine seeking and suppressed cocaine seeking–evoked increases in VTA dopamine neuron activity. There are heterogeneous populations of GABA neurons in the VTA, including GABA interneurons. VTA GABA interneurons provide a local source of inhibitory control (*60*) and disrupt reward-mediated behaviors (*61*–*63*). Thus, our data suggest a neural mechanism by which GLP-1R agonists attenuate cocaine seeking through stimulation of local GABA neurons that suppress VTA dopamine cell firing (Fig. 7). In addition to GABA interneurons, we hypothesize that activation of presynaptic GLP-1Rs promotes GABA release onto VTA dopamine neurons to suppress their activity during cocaine seeking. Since VTA GABA neurons in the VTA have also been shown to be outwardly projecting, it is also possible that GLP-1Rs are expressed on GABA neurons in the VTA that project to downstream nuclei including the NAc, CeA, prefrontal cortex, lateral hypothalamus, and the lateral habenula (*64*–*66*). Future studies are needed to comprehensively characterize the anatomy of GLP-1R–expressing inhibitory midbrain circuits and their unique functional roles in cocaine-seeking behavior.

**Fig. 7.**
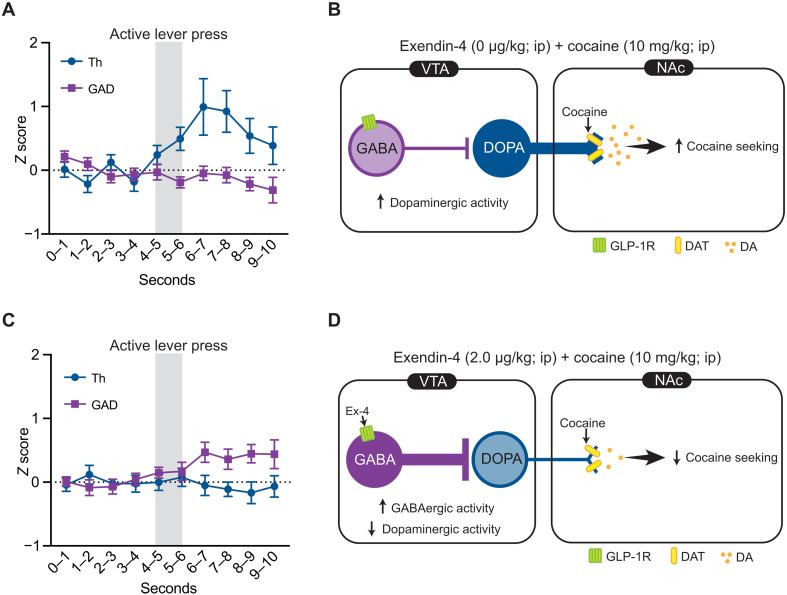
GLP-1R agonist pharmacotherapy attenuates cocaine seeking by activating inhibitory VTA GABA neurons and decreasing activity of VTA dopamine neurons. (**A**) Normalized and down-sampled dopamine and GABA *z* score traces during cocaine seeking from rats pretreated with vehicle before cocaine priming–induced reinstatement test sessions. (**B**) Schematic illustrating cocaine seeking–evoked increases in dopamine cell firing in the VTA. (**C**) Normalized and down-sampled dopamine and GABA *z* score traces during cocaine seeking from rats pretreated with exendin-4 before cocaine priming–induced reinstatement test sessions. (**D**) Schematic illustrating one proposed mechanism by which exendin-4 increases VTA GABA cell firing which, in turn, inhibits VTA dopamine cell firing and suppresses cocaine-seeking behavior. Additional mechanisms likely include regulation of presynaptic GABA and/or glutamate release (see the main text for more details). DAT, dopamine transporter; DA, dopamine.

Here, we identified an endogenous GLP-1–producing neural circuit that regulates cocaine-seeking behavior. We also discovered a cell type–specific mechanism in the VTA underlying the efficacy of a GLP-1R agonist on cocaine seeking. These data highlight a potential therapeutic approach to targeting endogenous GLP-1–producing anticraving circuits to reduce cocaine relapse and further support of the translational potential of GLP-1R agonists as pharmacotherapies for CUD. Our findings also inform innovative strategies in the development of next-generation GLP-1R–based therapies to treat CUD. Studies in drug-naïve animals revealed that activation GLP-1–producing neurons in the NTS are not necessary for the anorexic effects of systemic GLP-1R agonists and that concurrent NTS GLP-1–producing circuit activation suppresses feeding more potently than GLP-1R agonism alone (*67*). Therefore, simultaneous activation of endogenous GLP-1–producing anticraving circuits and systemic GLP-1R agonist administration are a provocative therapeutic strategy that may suppress drug seeking to a greater degree than either intervention alone in cocaine-experienced rats.

## MATERIALS AND METHODS

### Animals and housing

Male Sprague-Dawley rats (*Rattus norvegicus*) weighing 225 to 250 g were obtained from Taconic Laboratories (Rensselaer, NY). Male and female transgenic Long-Evans rats (*Rattus norvegicus*) expressing Cre recombinase under the rat *Gad1* promoter [LE-Tg(Gad1-iCre)3Ottc] were purchased from the Rat Resource and Research Center (RRRC P40OD011062; Columbia, MO) (*15*, *68*, *69*). Male and female transgenic Sprague-Dawley rats (*Rattus norvegicus*) expressing Cre recombinase under the rat *Th* promoter [HsdSage:SD-*TH^em1(IRES-Cre)Sage^*] were purchased from Envigo (Indianapolis, IN) (*70*, *71*). Rats were housed individually on a 12/12-hour light/dark cycle and maintained on ad libitum food and water. All experimental procedures were performed during the light cycle. The experimental protocols were consistent with the guidelines issued by the US National Institutes of Health and were approved by the University of Pennsylvania’s Institutional Animal Care and Use Committee (protocol #805705).

### Drugs

Cocaine HCl was obtained from the National Institute on Drug Abuse (Rockville, MD) and dissolved in bacteriostatic 0.9% saline. Exendin-(9-39) and exendin-4 were purchased from Bachem (Torrance, CA) and dissolved in artificial cerebrospinal fluid (aCSF; Harvard Apparatus, Holliston, MA) and bacteriostatic 0.9% saline, respectively. CNO was obtained from Toronto Research Chemicals (North York, ON) and dissolved in 1% dimethyl sulfoxide in bacteriostatic 0.9% saline. Fluoro-exendin-4 was purchased from AnaSpec (Fremont, CA) and dissolved in bacteriostatic 0.9% saline. The doses and time courses of administration for each of the aforementioned compounds were based on the following experiments in rats: exendin-(9-39) (*15*), exendin-4 (*9*, *14*, *72*), CNO (*15*, *69*), and fluoro-exendin-4 (*19*, *73*).

### Catheterization surgery

Rats were handled daily and allowed 1 week to acclimate to their home cages upon arrival. Before surgery, rats were anesthetized with ketamine (100 mg/kg; Midwest Veterinary Supply, Valley Forge, PA) and xylazine (10 mg/kg Sigma-Aldrich/RBI, St. Louis, MO). An indwelling catheter (SAI Infusion Technologies, Lake Villa, IL) was inserted into the right jugular vein and sutured in place. The catheter was routed to a mesh backmount that was implanted subcutaneously above the shoulder blades. To prevent infection and maintain patency, catheters were flushed daily with 0.2 ml of the antibiotic Timentin (0.93 mg/ml; Thermo Fisher Scientific, Pittsburgh, PA) dissolved in heparinized 0.9% saline (Butler Schein, Dublin, OH). When not in use, catheters were sealed with plastic obturators.

### Cocaine self-administration, extinction, and the reinstatement of cocaine-seeking behavior

Rats were allowed 7 days to recover from surgery before behavioral testing commenced. Initially, rats were placed in operant conditioning chambers and allowed to lever-press for intravenous infusions of cocaine (0.245 mg/kg per infusion, infused more than 5 s) on a fixed-ratio 1 (FR1) schedule of reinforcement similar to our previous studies (*9*, *14*, *15*, *24*). Rats were allowed to self-administer a maximum of 30 injections per 2-hour operant session. Once a rat achieved at least 20 infusions of cocaine in a single daily operant session under the FR1 schedule, the subject was switched to a fixed-ratio 5 (FR5) schedule of reinforcement. The maximum number of infusions was again limited to 30 per daily self-administration session under the FR5 schedule. For both FR1 and FR5 schedules, a 20-s timeout period followed each cocaine infusion, during which time active lever responses were tabulated but had no scheduled consequences. Responses made on the inactive lever, which had no scheduled consequences, were also recorded. Following 21 days of daily cocaine self-administration sessions, drug-taking behavior was extinguished by replacing the cocaine solution with 0.9% saline. Daily extinction sessions continued until responding on the active lever was <15% of the total active lever responses completed on the last day of cocaine self-administration. Typically, it took ~5 to 7 days for rats to meet this criterion. Once cocaine self-administration was extinguished, rats entered the reinstatement phase of the experiment. To reinstate cocaine-seeking behavior, rats received an acute priming injection of cocaine (10 mg/kg, ip) immediately before a 2-hour reinstatement test session (*9*, *14*, *15*). During reinstatement test sessions, satisfaction of the response requirement (i.e., five presses on the active lever) resulted in an infusion of saline. Using a between-sessions design, each reinstatement test session was followed by extinction sessions until responding was again <15% of the total active lever responses completed on the last day of cocaine self-administration. In general, 1 to 2 days of extinction were necessary to reach extinction criterion between reinstatement test sessions.

### Blood collection and analysis

To determine the effects of cocaine taking and subsequent abstinence on circulating GLP-1 levels, a group of Sprague-Dawley rats underwent catheterization surgery and were then randomly assigned to one of two treatment groups: cocaine-experimental group or yoked saline controls. Cocaine-experimental rats were allowed to self-administer cocaine on an FR1 schedule of reinforcement for 21 days. Each rat that was allowed to respond for contingent cocaine infusions was paired with a yoked rat that received infusions of saline. While lever pressing for the yoked saline rats had no scheduled consequences, these rats received the same number and temporal pattern of infusions as self-administered by their paired cocaine-experimental rat. Blood samples were collected from the tail immediately after operant sessions on self-administration day 21, extinction day 1, and extinction day 7. Blood was collected on ice into SAFE-T-FILL capillary collection tubes (RAM Scientific) containing protease and dideptidyl peptidase IV inhibitors to prevent the rapid degradation of GLP-1. Blood samples were then centrifuged at 4°C for 10 min at 14,000 rpm (Centrifuge 5804R, Eppendorf). Plasma was aliquoted into Eppendorf tubes and stored at −80°C. Plasma GLP-1 concentrations were analyzed by an experimenter blinded to treatment conditions in the DRC Radioimmunoassay and Biomarkers Core at Penn using the Human GLP-1(7-36) ELISA Kit (ab184857; Abcam) according to manufacturer’s instructions. Briefly, plasma was diluted 1:10 with sample diluent, and 50 μl each of diluted plasma and antibody cocktail solution were added to each well of a microplate. After 1-hour incubation at room temperature (RT), microplates were rinsed three times with wash buffer and then allowed to react with 100 μl of tetramethylbenzidine development solution for 15 min. Reactions were terminated by adding 100 μl of stop solution to each well, and fluorescence was measured using a ELx800 NB University Microplate Reader. Each sample was run in triplicate, and the assay sensitivity was 25 pg/ml. Mean GLP-1 levels are expressed as picograms per milliliter of plasma.

### Chemogenetic activation of NTS➔VTA projections in cocaine-experienced rats

To selectively target NTS➔VTA projections, Sprague-Dawley rats underwent catheterization surgery and were immediately mounted in a stereotaxic apparatus (Kopf Instruments, CA). Rats received bilateral infusions of the retrogradely infecting CAV2-Cre directly into the VTA [−6.00 mm A/P, ±0.50 mm M/L, and −8.50 mm D/V relative to bregma according to the atlas of Paxinos and Watson (*74*)]. During the same surgical session, an AAV expressing a neural activating DREADD [AAV2-hSyn-DIO-hM3D(Gq)-mCherry] or control virus (AAV2-hSyn-DIO-mCherry) was infused bilaterally into the caudal NTS [−1.00 mm A/P relative to the occipital fissure, ±0.50 mm M/L, and −6.00 mm D/V relative to bregma according to the atlas of Paxinos and Watson (*74*)]. Both viruses were infused at a titer of 1×x 10^12^ gc/ml in a volume of 500 nl over 90 s. Microinjectors were left in place for an additional 90 s after infusion to allow for diffusion away from the injection sites. We have used this dual virus approach before to dissect the functional role of specific neural circuits in cocaine seeking (*15*). After a 14-day viral expression and recovery period, rats were allowed to self-administer cocaine for 21 days as described above. Once cocaine taking was extinguished, rats were pretreated with vehicle or CNO (0.1 or 1.0 mg/kg, ip) 30 min before an acute priming injection of cocaine (10 mg/kg, ip) similar to our previous reinstatement experiments in rats (*15*).

To determine whether the effects of activating NTS➔VTA projections on cocaine seeking were due to increased GLP-1 signaling in the VTA, a subset of rats were implanted with bilateral VTA guide cannulae (26 gauge; 16 mm; Plastics One, Roanoke, VA) following viral infusions. Guide cannulae were implanted 2.0 mm dorsal to the VTA [−6.00 mm A/P, ±0.50 mm M/L, and −6.50 mm D/V relative to bregma according to Paxinos and Western (*74*)] and cemented in place by affixing dental acrylic to stainless steel screws secured in the skull. An obturator (33 gauge; Plastics One) was inserted into each guide cannula to prevent occlusion. On treatment days, microinjectors that extended 2.0 mm past the ventral ends of the guide cannulae were used to infuse drugs directly into the VTA. Using a within subjects, counterbalanced design, rats were pretreated with bilateral infusions of vehicle or exendin-(9-39) (10 μg/100 nl) directly into the VTA 10 min before a systemic injection of vehicle or CNO (1.0 mg/kg, ip), similar to our previous experiments (*15*). The ability of intra-VTA exendin-(*9*-*39*) to block the effects of CNO on cocaine priming–induced reinstatement was assessed 30 min later.

Brains were dissected immediately following the last reinstatement test session. IHC was performed on coronal sections of the NTS to (i) visualize viral expression, (ii) quantify CNO-induced c-Fos expression in mCherry- and hM3D(Gq)-expressing neurons, and (iii) identify DREADD expression in GLP-1–positive NTS cells. Colocalization of mCherry and c-Fos following CNO treatment was quantified using three representative coronal sections of the NTS from each brain (*n* = 3 rats per treatment; three slices per rat). Missed cannula placements and/or lack of viral expression resulted in rats being excluded from subsequent data analyses.

### Ad libitum food intake

GLP-1 is a satiety factor, and GLP-1R activation suppresses food intake in drug-naïve rodents (*4*, *18*, *19*). To screen for these potential feeding effects in our chemogenetic experiments, a subset of cocaine-experienced rats was housed in hanging wire cages with ad libitum access to food and water as described previously (*9*, *15*, *72*). After cocaine reinstatement test sessions, rats were immediately returned to the hanging wire cages and given ad libitum access to normal chow (5053, Pico Lab Rodent Diet 20; LabDiet, Richmond, IN). Food weights were measured 1, 3, 6, and 24 hours postsession (3, 5, 8, and 26 hours postvehicle or post–CNO injection). Body weight was measured 24 hours postsession (26 hours post–CNO injection) similar to our previous studies (*15*).

### Verification of cannula placements

After completion of all microinjection experiments, rats were anesthetized with pentobarbital (100 mg/kg, ip). Brains were dissected and drop fixed in 10% formalin. Coronal sections (100 μm) were taken at the level of the VTA using a cryostat (Leica 3050S; Leica Corp., Deerfield, IL). An individual blinded to behavioral responses verified microinjection sites using light microscopy. Rats with cannula placements outside of the targeted brain region and/or excessive mechanical damage were excluded from subsequent data analyses.

### Immunohistochemistry

Rats were deeply anesthetized with fatal plus (100 mg/kg, ip; Vortech Pharmaceuticals, Dearborn MI) and transcardially perfused with 0.1 M phosphate-buffered saline (PBS) (pH 7.4), followed with 4% formalin in 0.1 M PBS. Brains were removed, postfixed overnight in 4% formalin in 0.1 M PBS, and then cryoprotected in 20% sucrose in 0.1 M PBS at 4°C for 3 days. Coronal sections (30 μm) were taken using a cryostat (Leica 3050S; Leica Corp., Deerfield, IL). Brain sections were stored in 0.1 M PBS at 4°C until processed. IHC was performed on free-floating coronal sections containing the NTS or VTA according to modified procedures from previously published studies (*15*, *75*). Briefly, sections were washed with 1% sodium borohydride followed by 0.1 M PBS. Sections were then blocked in 0.1 M PBS containing 5% normal donkey serum and 0.2% Triton X-100 for 1 hour at RT. Sections were incubated in primary antibodies overnight and then, following a PBS rinse, incubated in secondary antibodies for 2 hours. The primary antibodies used were mouse anti–c-Fos (1:500; sc-271243, Santa Cruz Biotechnology Inc., Dallas, TX), rabbit anti–GLP-1 (1:1000; T-4363, Peninsula Laboratories International Inc., San Carlos, CA), and mouse anti-mCherry (1:1000; 632543, Takara, Kyoto, Japan). Secondary antibodies were donkey anti-mouse Alexa Fluor 488 (1:500), donkey anti-rabbit Alexa Fluor 488 (1:500), and donkey anti-mouse Alexa Fluor 594 (1:500) from Jackson ImmunoResearch (West Grove, PA). Sections were then washed and mounted onto glass slides and coverslipped using VECTASHIELD (Vector Laboratories; Burlingame, CA). Sections were visualized with a Leica SP5 X confocal microscope using the 63× oil-immersion objectives along with 488- and 594-nm laser lines. Image z-stacks were captured at the 63× oil-immersion objectives with a step size of 1 μm.

### Electrophysiology validating CNO-induced DREADD activation of NTS cells

Rats expressing AAV2-hSyn-DIO-hM3D(Gq)-mCherry or AAV2-hSyn-DIO-mCherry in the NTS were deeply anesthetized with isoflurane and then quickly perfused with ice-cold cutting solution containing 92 mM *N*-methyl-d-glucamine, 2.5 mM KCl, 1.2 mM NaH_2_PO_4_, 30 mM NaHCO_3_, 20 mM Hepes, 25 mM glucose, 5 mM sodium ascorbate, 2 mM thiourea, 3 mM sodium pyruvate, 10 mM MgSO_4_, and 0.5 mM CaCl_2_, saturated with carbogen (95% O2/5% CO_2_) (pH 7.4) with HCl and an osmolarity of 305 to 315 mOsm (*76*). Following decapitation, brains were removed for dissection, and horizontal slices (250-μM thick) of the NTS were obtained using a VT1000S vibratome (Leica, Weltzar, Germany). Slices were made at 4°C, then transferred to a holding chamber with the same cutting solution, and incubated at 37°C for 10 to 12 min. Slices were then moved to a beaker of RT holding ACSF containing 86 mM NaCl, 2.5 mM KCl, 1.2 mM NaH_2_PO_4_, 35 mM NaHCO_3_, 20 mM Hepes, 25 mM glucose, 5 mM sodium ascorbate, 2 mM thiourea, 3 mM sodium pyruvate, 1 mM MgCl_2_, and 2 mM CaCl_2_ and saturated with carbogen (pH 7.3 to 7.4) and an osmolarity of 305 of 315 mOsm. Slices were allowed to recover for at least 45 min before performing recordings.

Slices were transferred to a Nikon Eclipse FN1 upright microscope equipped for differential interference contrast infrared optics. The recording chamber was continuously perfused with oxygenated recording ACSF containing 119 mM NaCl, 2.5 mM KCl, 26 mM NaHCO_3_, 1.2 mM NaH2PO4, 12.5 mM glucose, 5 mM Hepes, 1 mM MgSO_4_, and 2 mM CaCl_2_ (pH 7.3 to 7.4) and an osmolarity of 305 to 315 mOsm. The solution was heated to 32° ± 1°C using an automatic temperature controller (Warner Instruments). The NTS was identified using a 5× objective, and individual neurons were magnified with a 40× water immersion lens. DREADD-positive neurons were further identified by fluorescence with a DS-Red filter (Nikon). Recording pipettes were pulled from borosilicate glass capillaries (World Precision Instruments) to a resistance of 3.8 to 5.0 megohm when filled with intracellular solution. The intracellular solution contained the following: 145 mM potassium gluconate, 2.5 mM KCl, 2.5 mM NaCl, 0.1 mM 1,2-bis(2-aminophenoxy)ethane-*N*,*N*,*N*′,*N*′-tetraacetic acid, 10 mM Hepes, 1.0 mM l-glutathione, 7.5 mM sodium phosphocreatine, 2.0 mM Mg–adenosine triphosphate, and 0.25 mM tris–guanosine triphosphate (pH 7.2 to 7.3) with KOH and an osmolarity of 285 to 295 mOsm. All recordings were performed in whole-cell current-clamp mode using a MultiClamp 700B amplifier. Baseline spontaneous firing was recorded for ≥5 min before the activation of DREADD-positive neurons by CNO (30 μM) dissolved in the recording ACSF. After ≥5 min, CNO was washed out with regular recording ACSF. All recordings were low-pass–filtered at 3 kHz, amplified five times, and then digitized at 20 kHz using a Digidata 1440A acquisition board and pClamp10 software (both from Molecular Devices). For all experiments, access resistance was 15 to 25 megohm, uncompensated, and monitored continuously during recording. Cells with a change in access resistance >20% over the course of data acquisition were not accepted for data analysis.

### Fluorescence in situ hybridization

FISH was used to quantify cell type–specific *Glp1r* expression in the VTA of drug-naïve, wild-type Long Evans rats (*n* = 3 rats) and verify cell type–specific GCaMP8f expression in transgenic rats used in the fiber photometry experiments (*n =* 4 rats; two rats per transgenic line). Brains were dissected, flash frozen in −20°C isopentane, and stored at −80°C. Using a cryostat (Leica 3050S; Leica Corp., Deerfield, IL), coronal sections (8 μm) were taken at the level of the VTA and immediately mounted onto Superfrost Plus slides (Thermo Fisher Scientific). *Glp1r*, *Th*, and *Gad1* mRNA transcripts were detected using the RNAScope Multiplex Fluorescent Reagent Kit V2 [catalog no. 320850; Advanced Cell Diagnostics (ACD), Hayward, CA] per the manufacturer’s protocol. Slide mounted sections were rinsed in 10% formaldehyde for 15 min at 4°C. Following dehydration in ascending concentrations of ethanol solutions (5-min washes in 50, 70, and 100% ethanol), slides were air-dried, and a hydrophobic barrier was created around the sections using a hydrophobic pen (Vector Labs). The sections were then rinsed with PBS and treated with Protease IV (ACD, Hayward, CA) for 30 min at RT (followed by two 1-min rinses in PBS).

Pretreated tissue sections were processed immediately using probes designed by ACD to detect *Glp1r* (Rn-Glp1r-C1; 315221) or e*Gfp* (EGFP; 400281-C1), *Gad1* (Rn-Gad1-C2; 316401-C2), and *Th* (Rn-Th-C3; 314651-C3) transcripts. Sections were incubated in a cocktail containing probes (Probe dilution: 50C1:1C2:1C3) for 2 hours at 40°C in a HybEZTM oven (ACD). Following signal amplification, opal dyes [Opal 520 (OP-001001), Opal 570 (OP-001003), and Opal 690 (OP-001006) (Akoya, Marlborough, MA)] were diluted in trichostatin A buffer (1:1000) and applied to the sections. After the final wash, slides were coverslipped using fluorogel mounting medium with 4′,6-diamidino-2-phenylindole (DAPI; Thermo Fisher Scientific). Brain sections at four levels relative to bregma (−5.30, −5.60, −6.04, and −6.30 mm A/P) were sampled from each rat. A total of four images (one image per level) from each rat were captured with a Keyence fluorescence microscope using the 10×, 20×, and 60× oil-immersion objectives. Image z-stacks were collected with a step size of 2 μm. To quantify *Glp1r* expression in *Gad1-* and *Th*-expressing cells, the number of cells colabeled for *Glp1r* and *Gad1* transcripts or *Th* transcripts in 10× images were counted at each level per rat and totaled (*n =* 3 rats; four slices per rat). These numbers were divided by the total number of cells that expressed *Glp1r* to calculate the percentage of *Glp1r-*expressing cells that coexpress *Gad1* and/or *Th* transcripts at different A/P levels and in total. The number of cells expressing *Gad1* or *Th* transcripts was also counted at each level to quantify the total number of *Th*- and *Gad*-expressing cells in the VTA.

### Single-nuclei RNA sequencing

Adult male Sprague-Dawley rats (*n* = 5) were rapidly decapitated, their brains were removed and flash-frozen in dry ice-cold isopentane. Bilateral VTA punches were prepared on a cryostat and combined into a single sample. Nuclei were isolated from the samples as described previously (*77*, *78*). Nuclei were processed for the 10x Genomics 3′ gene expression assay (v3.1) and sequenced per the manufacturer’s protocols. Raw sequencing data were processed and aligned to the rat reference genome as described previously (*79*). Downstream analyses of count data were performed with Seurat v4.3.0. 

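Of the 30401 barcodes called as nuclei in the deposited counts, 3040 had at least 5% of their UMIs from mitochondrial genes, 2059 of them in rat 2 and 342, 113, 33 and 493 in rats 1, 3, 4 and 5. Every called barcode had more than 200 genes detected, so this minimum removed none. At least 5000 genes were detected in 1136 nuclei, and 26225 nuclei passed all filters. The nuclei kept in the end had a median of 0.587% mitochondrial UMIs and of 1536 genes detected.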

Nuclei with mitochondrial transcript fractions ≥5% or with ≤200 genes detected were removed, and the remaining nuclei were clustered at a resolution of 0.1. 

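The amount of free RNA was estimated from droplets with fewer than 100 UMIs, by a re-implementation of SoupX, as 9.0%, 12.6%, 9.1%, 5.9% and 7.5% of the UMIs of a nucleus in rats 1 to 5. *Th* was abundant in this free RNA, at 4.67 to 9.19 UMIs per 10000 UMIs across the libraries, against 0.630 to 2.37 for *Gad1* and 0 to 0.0375 for *Glp1r*. After subtraction, a *Th* UMI remained in 11.1% of oligodendrocytes, in 4.65% of neurons outside the dopaminergic-like sub-clusters and in 68.6% of dopaminergic-like neurons. A *Gad1* UMI remained in 3.64% of oligodendrocytes, so the subtraction removed part of the background and not all of it.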

Count matrices were then corrected for cell-free mRNA background noise using SoupX v1.6.2, and nuclei with ≥5000 genes detected in the corrected data were removed. Count data were then normalized with SCTransform, and all samples were integrated with Seurat. Doublets were identified with scDblFinder v1.12.0 and removed. 

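Doublets were marked in the re-analysis at a rate of 0.8% per 1000 nuclei, which removed 9, 921, 175, 217 and 165 nuclei from rats 1 to 5. Of 25 clusters, 5 were left out because their UMI totals were low for their type or because they carried markers of more than 1 major cell type. The thresholds for this step were set after the clusters had been seen. The 5 clusters held 23.7%, 34.8%, 3.11%, 8.16% and 20.5% of the remaining nuclei of rats 1 to 5, 5111 nuclei in all. *Glp1r* was detected in 17 of these nuclei, 6 with *Gad1* and 12 with *Th*.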

Clusters with low UMI or displaying markers for more than one major cell type were also removed. The final dataset was clustered at a resolution of 0.08 using the first 10 principal components based on highly variably expressed genes, and clusters were assigned to major cell types based on known marker genes.

### Dual-wavelength in vivo fiber photometry recordings

Light-emitting diodes [LEDs; 465 and 405 nm; Tucker Davis Technologies (TDT), Alachua, FL] were used simultaneously in each rat to excite GCaMP8f and measure intracellular Ca^2+^ dynamics. The 465-nm LED excites (signal) calcium-dependent GCaMP8f fluorescence to provide a proxy for neural activity, while the 405-nm LED (isosbestic) excites calcium-independent GCaMP8f fluorescence to control for movement and fiber bleaching. The intensities of the 465- and 405-nm LEDs were sinusoidally modulated at 210 and 330 Hz, respectively. Both LED light sources were coupled to a dichroic mirror containing filter cube (FMC4, Doric Lenses, Quebec, Canada) and converged onto a fiber optical patch cord (Doric Lenses) attached to a ferule-capped optic implant (Doric Lenses). The emitted 510-nm fluorescent signal was collected through the same fiber optic patch cord coupled to the LEDs and filtered before being collected and amplified by a lock-in amplifier at an acquisition rate of 6 Hz (RZ10x, TDT). Using the iCON control interface and Synapse recording software (TDT), the RZ processor was integrated with operant chambers to record from freely moving rats during cocaine reinstatement test sessions. A custom closed-loop experiment was designed in Pynapse (TDT), a Python-based programming environment, to conduct drug-seeking experiments, record data, and time stamp behavioral events (e.g., lever presses).

### Measuring cell type–specific Ca^2+^ dynamics in VTA neurons during cocaine reinstatement

To identify the midbrain mechanisms underlying the efficacy of exendin-4 on cocaine seeking, transgenic rats expressing Cre recombinase under the *Gad1* or *Th* promoter were implanted with indwelling jugular catheters as described above. A Cre-dependent GCaMP8f virus (AAV9-Syn-Flex-GCaMP8f-WPRE-SV40) was infused directly into the VTA (*Th* rats: −6.00 mm A/P, ±0.50 mm M/L, and −8.50 mm D/V; *Gad1* rats: −6.30 mm A/P, ±0.50 mm M/L, and −8.50 mm D/V). These coordinates were based on subregion- and cell type–specific patterns of *Gad1* and *Th* expression in the VTA (fig. S8, A and B). Viruses were infused unilaterally in a volume of 1 μl over 5 min (titer = 1.0 × 10^12^ gc/ml). Microinjectors were left in place for an additional 5 min after infusion to allow for diffusion away from the injection sites. A ferrule-capped optic fiber (Doric Lenses) was implanted 10 μm above the viral injection site (*Th* rats: −6.00 mm A/P, ±0.50 mm M/L, and −8.49 mm D/V; *Gad1* rats: −6.30 mm A/P, ±0.50 mm M/L, and −8.49 mm D/V) and secured to the skull with Metabond cement (Parkell) and dental acrylic.

After a 14-day viral expression and recovery period, rats were allowed to self-administer cocaine as described above. Drug taking was then extinguished by replacing cocaine with saline. Once cocaine taking was extinguished, rats were pretreated with vehicle or exendin-4 (2.0 μg/kg, ip) 10 min before a priming injection of cocaine (10 mg/kg, ip). The dose of exendin-4 tested was shown previously to reduce drug taking in cocaine-experienced rats (*9*). Following the acute priming injection of cocaine, a fiber optic patch cord was secured to the optic fiber-containing ferrule implant. Rats were then placed immediately into the operant chambers, and drug seeking was assessed during a 2-hour reinstatement test session. Calcium-dependent GCaMP8f fluorescence was recorded for the first 30 min of the 2-hour reinstatement test session, and lever-dependent behavioral events were timestamped using the iCON control interface and Pynapse (TDT). Signals associated with the first three response requirements completed (i.e., the 5th, 10th, and 15th active lever presses) were analyzed in this study. Signals associated with inactive lever presses were also recorded and analyzed. Cell type–specific Ca^2+^ responses were also measured in separate rats that self-administered saline to determine whether the observed effects on calcium dynamics were specific to cocaine-seeking behavior and not due to handling and/or exposure to the operant chambers.

### Fiber photometry data analysis

Raw signal (465 nm) and isosbestic control (405 nm) channel data were exported from Synapse to a CSV file using a MATLAB script provided by TDT. Custom R scripts were then used to independently process each trace (https://zenodo.org/records/13984378) First, the scale of channels was normalized using a least-squares regression to find the relationship between the signal and the control channel. The returning slope and the intercept were used to generate a scaled control channel. Δ*F*/*F* was then generated by subtracting the fitted isosbestic control channel from the signal channel to eliminate any movement or bleaching artifacts. To identify changes in fluorescence associated with cocaine seeking, time stamps were used to divide the processed trace into 10-s trials. Trials were *z* scored to a baseline period defined as 5 s before engagement with the operant box levers.

### Chemogenetic activation of VTA GABA neurons in cocaine-experienced rats

To selectively activate VTA GABA neurons, transgenic male rats expressing Cre recombinase under the *Gad1* promoter were implanted with indwelling jugular catheters as described above. A virus expressing a Cre-dependent neural activating DREADD [AAV2-hSyn-DIO-hM3D(Gq)-mCherry] was infused bilaterally into the VTA (−6.00 mm A/P, ±0.50 mm M/L, and −8.50 mm D/V) in a volume of 500 μl over 90 s (titer = 1.0 × 10^12^ gc/ml). Microinjectors were left in place for an additional 90 s after infusion to allow for diffusion away from the injection sites. After a 14-day viral expression and recovery period, rats were allowed to self-administer cocaine for 21 days as described above. Once cocaine taking was extinguished, rats were pretreated with vehicle or CNO (0.1 or 1.0 mg/kg, ip) 30 min before an acute priming injection of cocaine (10 mg/kg, ip) similar to our previous reinstatement experiments in rats (*15*). Rats were perfused, and brains were dissected immediately following the last reinstatement test session. IHC was used to visualize viral expression and CNO-induced c-Fos expression in hM3D(Gq)-expressing neurons. FISH was performed on 12-μm coronal sections of the VTA before IHC to identify DREADD expression in *Gad1*-positive cells. Following the dehydration steps described above, slides were washed three to five times in RT diH_2_0 and then for 10 s in hot diH_2_0 to acclimate and subsequently incubated in hot 1× TRR (322000, ACD) for 5 min according to the manufacturer’s instructions. Slides were rinsed in RT diH_2_0 for 15 s and then transferred to 100% EtOH for 3 min. Slides were then air dried and a hydrophobic barrier was drawn around the sections using a hydrophobic pen (Vector Labs). The sections were then treated with Protease III (ACD, catalog no. 322337) for 30 min at RT followed by an RT diH_2_0 wash. FISH was then preformed using the same protocol described above to detect *Gad1* mRNA trasncripts, and IHC was performed to detect hM3D(Gq) expression using mouse anti-mCherry (1:1000; 632543, Takara).

### Statistics

For all cocaine reinstatement experiments, total active and inactive lever responses were analyzed with repeated measures (RM) two-way mixed-factors analyses of variance (ANOVAs). Cumulative food intake data were also analyzed with RM two-way mixed-factors ANOVAs. For fiber photometry experiments, AUC and maximum *z* scores were analyzed with separate RM two-way mixed-factors ANOVAs. Pairwise analyses were made using Bonferroni post hoc tests (*P* < 0.05). Findings from all other experiments were analyzed using two-tailed, paired or unpaired *t* tests (*P* < 0.05).

## References

[1] K. Gangu, A. Bobba, S. D. Basida, S. Avula, H. Chela, S. Singh, Trends of cocaine use and manifestations in hospitalized patients: A cross-sectional study. Cureus 14, e22090 (2022).35165645 10.7759/cureus.22090PMC8830384

[2] M. Kariisa, N. L. Davis, S. Kumar, P. Seth, C. L. Mattson, F. Chowdhury, C. M. Jones, Vital signs: Drug overdose deaths, by selected sociodemographic and social determinants of health characteristics - 25 states and the district of Columbia, 2019-2020. MMWR Morb. Mortal Wkly. Rep. 71, 940–947 (2022).35862289 10.15585/mmwr.mm7129e2PMC9310633

[3] S. E. Swinford-Jackson, C. P. O’Brien, P. J. Kenny, L. Vanderschuren, E. M. Unterwald, R. C. Pierce, The persistent challenge of developing addiction pharmacotherapies. Cold Spring Harb. Perspect. Med. 11, a040311 (2021).32601131 10.1101/cshperspect.a040311PMC8559539

[4] M. R. Hayes, H. D. Schmidt, GLP-1 influences food and drug reward. Curr. Opin. Behav. Sci. 9, 66–70 (2016).27066524 10.1016/j.cobeha.2016.02.005PMC4822543

[5] N. S. Hernandez, H. D. Schmidt, Central GLP-1 receptors: Novel molecular targets for cocaine use disorder. Physiol. Behav. 206, 93–105 (2019).30930091 10.1016/j.physbeh.2019.03.026PMC6520198

[6] R. Merkel, A. Moreno, Y. Zhang, R. Herman, J. Ben Nathan, S. Zeb, S. Rahematpura, K. Stecyk, B. T. Milliken, M. R. Hayes, R. P. Doyle, H. D. Schmidt, A novel approach to treating opioid use disorders: Dual agonists of glucagon-like peptide-1 receptors and neuropeptide Y(2) receptors. Neurosci. Biobehav. Rev. 131, 1169–1179 (2021).34715149 10.1016/j.neubiorev.2021.10.026PMC8642311

[7] E. Jerlhag, The therapeutic potential of glucagon-like peptide-1 for persons with addictions based on findings from preclinical and clinical studies. Front. Pharmacol. 14, 1063033 (2023).37063267 10.3389/fphar.2023.1063033PMC10097922

[8] B. Jones, The therapeutic potential of GLP-1 receptor biased agonism. Br J. Pharmacol. 179, 492–510 (2022).33880754 10.1111/bph.15497PMC8820210

[9] N. S. Hernandez, K. Y. Ige, E. G. Mietlicki-Baase, G. C. Molina-Castro, C. A. Turner, M. R. Hayes, H. D. Schmidt, Glucagon-like peptide-1 receptor activation in the ventral tegmental area attenuates cocaine seeking in rats. Neuropsychopharmacology 43, 2000–2008 (2018).29497166 10.1038/s41386-018-0010-3PMC6098066

[10] I. Merchenthaler, M. Lane, P. Shughrue, Distribution of pre-pro-glucagon and glucagon-like peptide-1 receptor messenger RNAs in the rat central nervous system. J. Comp. Neurol. 403, 261–280 (1999).9886047 10.1002/(sici)1096-9861(19990111)403:2<261::aid-cne8>3.0.co;2-5

[11] E. Farkas, A. Szilvásy-Szabó, Y. Ruska, R. Sinkó, M. G. Rasch, T. Egebjerg, C. Pyke, B. Gereben, L. B. Knudsen, C. Fekete, Distribution and ultrastructural localization of the glucagon-like peptide-1 receptor (GLP-1R) in the rat brain. Brain Struct. Funct. 226, 225–245 (2021).33341919 10.1007/s00429-020-02189-1PMC7817608

[12] L. Rinaman, Ascending projections from the caudal visceral nucleus of the solitary tract to brain regions involved in food intake and energy expenditure. Brain Res. 1350, 18–34 (2010).20353764 10.1016/j.brainres.2010.03.059PMC2909454

[13] H. J. Grill, M. R. Hayes, Hindbrain neurons as an essential hub in the neuroanatomically distributed control of energy balance. Cell Metab. 16, 296–309 (2012).22902836 10.1016/j.cmet.2012.06.015PMC4862653

[14] N. S. Hernandez, B. O’Donovan, P. I. Ortinski, H. D. Schmidt, Activation of glucagon-like peptide-1 receptors in the nucleus accumbens attenuates cocaine seeking in rats. Addict Biol. 24, 170–181 (2019).29226617 10.1111/adb.12583PMC5995617

[15] N. S. Hernandez, V. R. Weir, K. Ragnini, R. Merkel, Y. Zhang, K. Mace, M. T. Rich, R. Christopher Pierce, H. D. Schmidt, GLP-1 receptor signaling in the laterodorsal tegmental nucleus attenuates cocaine seeking by activating GABAergic circuits that project to the VTA. Mol. Psychiatry 26, 4394–4408 (2021).33257815 10.1038/s41380-020-00957-3PMC8164646

[16] X. F. Wang, J. J. Liu, J. Xia, J. Liu, V. Mirabella, Z. P. Pang, Endogenous glucagon-like peptide-1 suppresses high-fat food intake by reducing synaptic drive onto mesolimbic dopamine neurons. Cell Rep. 12, 726–733 (2015).26212334 10.1016/j.celrep.2015.06.062PMC4860285

[17] M. V. Sikirica, A. A. Martin, R. Wood, A. Leith, J. Piercy, V. Higgins, Reasons for discontinuation of GLP1 receptor agonists: Data from a real-world cross-sectional survey of physicians and their patients with type 2 diabetes. Diabetes Metab. Syndr. Obes. 10, 403–412 (2017).29033597 10.2147/DMSO.S141235PMC5630073

[18] M. R. Hayes, S. E. Kanoski, A. L. Alhadeff, H. J. Grill, Comparative effects of the long-acting GLP-1 receptor ligands, liraglutide and exendin-4, on food intake and body weight suppression in rats. Obesity 19, 1342–1349 (2011).21415845 10.1038/oby.2011.50

[19] S. E. Kanoski, L. E. Rupprecht, S. M. Fortin, B. C. De Jonghe, M. R. Hayes, The role of nausea in food intake and body weight suppression by peripheral GLP-1 receptor agonists, exendin-4 and liraglutide. Neuropharmacology 62, 1916–1927 (2012).22227019 10.1016/j.neuropharm.2011.12.022PMC4183930

[20] J. L. Gomez, J. Bonaventura, W. Lesniak, W. B. Mathews, P. Sysa-Shah, L. A. Rodriguez, R. J. Ellis, C. T. Richie, B. K. Harvey, R. F. Dannals, M. G. Pomper, A. Bonci, M. Michaelides, Chemogenetics revealed: DREADD occupancy and activation via converted clozapine. Science 357, 503–507 (2017).28774929 10.1126/science.aan2475PMC7309169

[21] E. Egecioglu, J. A. Engel, E. Jerlhag, The glucagon-like peptide 1 analogue, exendin-4, attenuates the rewarding properties of psychostimulant drugs in mice. PLOS ONE 8, e69010 (2013).23874851 10.1371/journal.pone.0069010PMC3712951

[22] H. D. Schmidt, S. M. Anderson, R. C. Pierce, Stimulation of D1-like or D2 dopamine receptors in the shell, but not the core, of the nucleus accumbens reinstates cocaine-seeking behaviour in the rat. Eur. J. Neurosci. 23, 219–228 (2006).16420431 10.1111/j.1460-9568.2005.04524.x

[23] F. M. Vassoler, H. D. Schmidt, M. E. Gerard, K. R. Famous, D. A. Ciraulo, C. Kornetsky, C. M. Knapp, R. C. Pierce, Deep brain stimulation of the nucleus accumbens shell attenuates cocaine priming-induced reinstatement of drug seeking in rats. J. Neurosci. 28, 8735–8739 (2008).18753374 10.1523/JNEUROSCI.5277-07.2008PMC2585378

[24] H. D. Schmidt, E. G. Mietlicki-Baase, K. Y. Ige, J. J. Maurer, D. J. Reiner, D. J. Zimmer, D. S. Van Nest, L. A. Guercio, M. E. Wimmer, D. R. Olivos, B. C. De Jonghe, M. R. Hayes, Glucagon-like peptide-1 receptor activation in the ventral tegmental area decreases the reinforcing efficacy of cocaine. Neuropsychopharmacology 41, 1917–1928 (2016).26675243 10.1038/npp.2015.362PMC4869061

[25] S. Bouhlal, K. N. Ellefsen, M. B. Sheskier, E. Singley, S. Pirard, D. A. Gorelick, M. A. Huestis, L. Leggio, Acute effects of intravenous cocaine administration on serum concentrations of ghrelin, amylin, glucagon-like peptide-1, insulin, leptin and peptide YY and relationships with cardiorespiratory and subjective responses. Drug Alcohol Depend. 180, 68–75 (2017).28881319 10.1016/j.drugalcdep.2017.07.033PMC5654385

[26] G. Sorensen, I. A. Reddy, P. Weikop, D. L. Graham, G. D. Stanwood, G. Wortwein, A. Galli, A. Fink-Jensen, The glucagon-like peptide 1 (GLP-1) receptor agonist exendin-4 reduces cocaine self-administration in mice. Physiol. Behav. 149, 262–268 (2015).26072178 10.1016/j.physbeh.2015.06.013PMC4668599

[27] A. L. Alhadeff, L. E. Rupprecht, M. R. Hayes, GLP-1 neurons in the nucleus of the solitary tract project directly to the ventral tegmental area and nucleus accumbens to control for food intake. Endocrinology 153, 647–658 (2012).22128031 10.1210/en.2011-1443PMC3275387

[28] L. Rinaman, Hindbrain noradrenergic A2 neurons: Diverse roles in autonomic, endocrine, cognitive, and behavioral functions. Am. J. Physiol. Regul. Integr. Comp. Physiol. 300, R222–R235 (2011).20962208 10.1152/ajpregu.00556.2010PMC3043801

[29] D. M. Buffalari, L. Rinaman, Cocaine self-administration and extinction alter medullary noradrenergic and limbic forebrain cFos responses to acute, noncontingent cocaine injections in adult rats. Neuroscience 281, 241–250 (2014).25050821 10.1016/j.neuroscience.2014.07.017PMC5157130

[30] S. Murphy, M. Collis Glynn, T. N. Dixon, H. J. Grill, G. P. McNally, Z. Y. Ong, Nucleus of the solitary tract A2 neurons control feeding behaviors via projections to the paraventricular hypothalamus. Neuropsychopharmacology 48, 351–361 (2023).36114285 10.1038/s41386-022-01448-5PMC9751294

[31] W. B. Solecki, K. Szklarczyk, K. Pradel, K. Kwiatkowska, G. Dobrzański, R. Przewłocki, Noradrenergic signaling in the VTA modulates cocaine craving. Addict Biol. 23, 596–609 (2018).28635140 10.1111/adb.12514

[32] P. M. O’Neil, A. L. Birkenfeld, B. McGowan, O. Mosenzon, S. D. Pedersen, S. Wharton, C. G. Carson, C. H. Jepsen, M. Kabisch, J. P. H. Wilding, Efficacy and safety of semaglutide compared with liraglutide and placebo for weight loss in patients with obesity: A randomised, double-blind, placebo and active controlled, dose-ranging, phase 2 trial. Lancet 392, 637–649 (2018).30122305 10.1016/S0140-6736(18)31773-2

[33] M. E. Lean, R. Carraro, N. Finer, H. Hartvig, M. L. Lindegaard, S. Rössner, L. Van Gaal, A. Astrup, Tolerability of nausea and vomiting and associations with weight loss in a randomized trial of liraglutide in obese, non-diabetic adults. Int. J. Obes. (Lond) 38, 689–697 (2014).23942319 10.1038/ijo.2013.149PMC4010971

[34] H. Zheng, R. L. Stornetta, K. Agassandian, L. Rinaman, Glutamatergic phenotype of glucagon-like peptide 1 neurons in the caudal nucleus of the solitary tract in rats. Brain Struct. Funct. 220, 3011–3022 (2015).25012114 10.1007/s00429-014-0841-6PMC5330389

[35] M. Y. Shi, L. F. Ding, Y. H. Guo, Y. X. Cheng, G. Q. Bi, P. M. Lau, Long-range GABAergic projections from the nucleus of the solitary tract. Mol. Brain 14, 38 (2021).33608037 10.1186/s13041-021-00751-4PMC7893933

[36] W. Qiu, C. R. Hutch, Y. Wang, J. Wloszek, R. A. Rucker, M. G. Myers, D. Sandoval, Multiple NTS neuron populations cumulatively suppress food intake. Elife 12, e85640 (2023).38059498 10.7554/eLife.85640PMC10781422

[37] C. Zhan, J. Zhou, Q. Feng, J. E. Zhang, S. Lin, J. Bao, P. Wu, M. Luo, Acute and long-term suppression of feeding behavior by POMC neurons in the brainstem and hypothalamus, respectively. J. Neurosci. 33, 3624–3632 (2013).23426689 10.1523/JNEUROSCI.2742-12.2013PMC6619547

[38] J. Chen, M. Cheng, L. Wang, L. Zhang, D. Xu, P. Cao, F. Wang, H. Herzog, S. Song, C. Zhan, A vagal-NTS neural pathway that stimulates feeding. Curr. Biol. 30, 3986–3998.e5 (2020).32822608 10.1016/j.cub.2020.07.084

[39] E. G. Mietlicki-Baase, P. I. Ortinski, L. E. Rupprecht, D. R. Olivos, A. L. Alhadeff, R. C. Pierce, M. R. Hayes, The food intake-suppressive effects of glucagon-like peptide-1 receptor signaling in the ventral tegmental area are mediated by AMPA/kainate receptors. Am. J. Physiol. Endocrinol. Metab. 305, E1367–E1374 (2013).24105414 10.1152/ajpendo.00413.2013PMC3882373

[40] S. L. Dickson, R. H. Shirazi, C. Hansson, F. Bergquist, H. Nissbrandt, K. P. Skibicka, The glucagon-like peptide 1 (GLP-1) analogue, exendin-4, decreases the rewarding value of food: A new role for mesolimbic GLP-1 receptors. J. Neurosci. 32, 4812–4820 (2012).22492036 10.1523/JNEUROSCI.6326-11.2012PMC6620919

[41] J. Eng, W. A. Kleinman, L. Singh, G. Singh, J. P. Raufman, Isolation and characterization of exendin-4, an exendin-3 analogue, from Heloderma suspectum venom. Further evidence for an exendin receptor on dispersed acini from guinea pig pancreas. J. Biol. Chem. 267, 7402–7405 (1992).1313797

[42] J. Lau, P. Bloch, L. Schäffer, I. Pettersson, J. Spetzler, J. Kofoed, K. Madsen, L. B. Knudsen, J. McGuire, D. B. Steensgaard, H. M. Strauss, D. X. Gram, S. M. Knudsen, F. S. Nielsen, P. Thygesen, S. Reedtz-Runge, T. Kruse, Discovery of the once-weekly glucagon-like peptide-1 (GLP-1) analogue semaglutide. J. Med. Chem. 58, 7370–7380 (2015).26308095 10.1021/acs.jmedchem.5b00726

[43] D. L. Graham, H. H. Durai, T. S. Trammell, B. L. Noble, D. P. Mortlock, A. Galli, G. D. Stanwood, A novel mouse model of glucagon-like peptide-1 receptor expression: A look at the brain. J. Comp. Neurol. 528, 2445–2470 (2020).32170734 10.1002/cne.24905PMC7392814

[44] S. C. Cork, J. E. Richards, M. K. Holt, F. M. Gribble, F. Reimann, S. Trapp, Distribution and characterisation of Glucagon-like peptide-1 receptor expressing cells in the mouse brain. Mol. Metab. 4, 718–731 (2015).26500843 10.1016/j.molmet.2015.07.008PMC4588458

[45] J. J. Holst, The physiology of glucagon-like peptide 1. Physiol. Rev. 87, 1409–1439 (2007).17928588 10.1152/physrev.00034.2006

[46] D. J. Drucker, J. F. Habener, J. J. Holst, Discovery, characterization, and clinical development of the glucagon-like peptides. J. Clin. Invest. 127, 4217–4227 (2017).29202475 10.1172/JCI97233PMC5707151

[47] S. V. Korol, Z. Jin, O. Babateen, B. Birnir, GLP-1 and exendin-4 transiently enhance GABAA receptor-mediated synaptic and tonic currents in rat hippocampal CA3 pyramidal neurons. Diabetes 64, 79–89 (2015).25114295 10.2337/db14-0668

[48] I. Farkas, C. Vastagh, E. Farkas, F. Bálint, K. Skrapits, E. Hrabovszky, C. Fekete, Z. Liposits, Glucagon-like peptide-1 excites firing and increases GABAergic miniature postsynaptic currents (mPSCs) in gonadotropin-releasing hormone (GnRH) neurons of the male mice via activation of nitric oxide (NO) and suppression of endocannabinoid signaling pathways. Front. Cell. Neurosci. 10, 214 (2016).27672360 10.3389/fncel.2016.00214PMC5018486

[49] V. Chuong, M. Farokhnia, S. Khom, C. L. Pince, S. K. Elvig, R. Vlkolinsky, R. C. Marchette, G. F. Koob, M. Roberto, L. F. Vendruscolo, L. Leggio, The glucagon-like peptide-1 (GLP-1) analogue semaglutide reduces alcohol drinking and modulates central GABA neurotransmission. JCI Insight 8, e170671 (2023).37192005 10.1172/jci.insight.170671PMC10371247

[50] K. McFarland, P. W. Kalivas, The circuitry mediating cocaine-induced reinstatement of drug-seeking behavior. J. Neurosci. 21, 8655–8663 (2001).11606653 10.1523/JNEUROSCI.21-21-08655.2001PMC6762812

[51] P. Di Ciano, B. J. Everitt, Contribution of the ventral tegmental area to cocaine-seeking maintained by a drug-paired conditioned stimulus in rats. Eur. J. Neurosci. 19, 1661–1667 (2004).15066162 10.1111/j.1460-9568.2004.03232.x

[52] K. McFarland, S. B. Davidge, C. C. Lapish, P. W. Kalivas, Limbic and motor circuitry underlying footshock-induced reinstatement of cocaine-seeking behavior. J. Neurosci. 24, 1551–1560 (2004).14973230 10.1523/JNEUROSCI.4177-03.2004PMC6730472

[53] C. Rebosio, M. Balbi, M. Passalacqua, R. Ricciarelli, E. Fedele, Presynaptic GLP-1 receptors enhance the depolarization-evoked release of glutamate and GABA in the mouse cortex and hippocampus. Biofactors 44, 148–157 (2018).29265673 10.1002/biof.1406

[54] W. Solecki, M. Wilczkowski, K. Pradel, K. Karwowska, M. Kielbinski, G. Drwięga, K. Zajda, T. Blasiak, Z. Soltys, Z. Rajfur, K. Szklarczyk, R. Przewłocki, Effects of brief inhibition of the ventral tegmental area dopamine neurons on the cocaine seeking during abstinence. Addict. Biol. 25, e12826 (2020).31478293 10.1111/adb.12826

[55] S. V. Mahler, Z. D. Brodnik, B. M. Cox, W. C. Buchta, B. S. Bentzley, J. Quintanilla, Z. A. Cope, E. C. Lin, M. D. Riedy, M. D. Scofield, J. Messinger, C. M. Ruiz, A. C. Riegel, R. A. España, G. Aston-Jones, Chemogenetic manipulations of ventral tegmental area dopamine neurons reveal multifaceted roles in cocaine abuse. J. Neurosci. 39, 503–518 (2019).30446532 10.1523/JNEUROSCI.0537-18.2018PMC6335749

[56] C. A. Mejias-Aponte, C. Ye, A. Bonci, E. A. Kiyatkin, M. Morales, A subpopulation of neurochemically-identified ventral tegmental area dopamine neurons is excited by intravenous cocaine. J. Neurosci. 35, 1965–1978 (2015).25653355 10.1523/JNEUROSCI.3422-13.2015PMC4315830

[57] S. Koulchitsky, B. De Backer, E. Quertemont, C. Charlier, V. Seutin, Differential effects of cocaine on dopamine neuron firing in awake and anesthetized rats. Neuropsychopharmacology 37, 1559–1571 (2012).22298123 10.1038/npp.2011.339PMC3358732

[58] M. Creed, J. Kaufling, G. R. Fois, M. Jalabert, T. Yuan, C. Lüscher, F. Georges, C. Bellone, Cocaine exposure enhances the activity of ventral tegmental area dopamine neurons via calcium-impermeable NMDARs. J. Neurosci. 36, 10759–10768 (2016).27798131 10.1523/JNEUROSCI.1703-16.2016PMC6601891

[59] S. M. Fortin, M. F. Roitman, Central GLP-1 receptor activation modulates cocaine-evoked phasic dopamine signaling in the nucleus accumbens core. Physiol. Behav. 176, 17–25 (2017).28315693 10.1016/j.physbeh.2017.03.019PMC5763906

[60] A. M. Polter, K. Barcomb, A. C. Tsuda, J. A. Kauer, Synaptic function and plasticity in identified inhibitory inputs onto VTA dopamine neurons. Eur. J. Neurosci. 47, 1208–1218 (2018).29480954 10.1111/ejn.13879PMC6487867

[61] A. Matsui, J. T. Williams, Opioid-sensitive GABA inputs from rostromedial tegmental nucleus synapse onto midbrain dopamine neurons. J. Neurosci. 31, 17729–17735 (2011).22131433 10.1523/JNEUROSCI.4570-11.2011PMC3617570

[62] K. R. Tan, C. Yvon, M. Turiault, J. J. Mirzabekov, J. Doehner, G. Labouèbe, K. Deisseroth, K. M. Tye, C. Lüscher, GABA neurons of the VTA drive conditioned place aversion. Neuron 73, 1173–1183 (2012).22445344 10.1016/j.neuron.2012.02.015PMC6690362

[63] R. van Zessen, J. L. Phillips, E. A. Budygin, G. D. Stuber, Activation of VTA GABA neurons disrupts reward consumption. Neuron 73, 1184–1194 (2012).22445345 10.1016/j.neuron.2012.02.016PMC3314244

[64] M. Morales, E. B. Margolis, Ventral tegmental area: Cellular heterogeneity, connectivity and behaviour. Nat. Rev. Neurosci. 18, 73–85 (2017).28053327 10.1038/nrn.2016.165

[65] S. R. Taylor, S. Badurek, R. J. Dileone, R. Nashmi, L. Minichiello, M. R. Picciotto, GABAergic and glutamatergic efferents of the mouse ventral tegmental area. J. Comp. Neurol. 522, 3308–3334 (2014).24715505 10.1002/cne.23603PMC4107038

[66] J. M. Breton, A. R. Charbit, B. J. Snyder, P. T. K. Fong, E. V. Dias, P. Himmels, H. Lock, E. B. Margolis, Relative contributions and mapping of ventral tegmental area dopamine and GABA neurons by projection target in the rat. J. Comp. Neurol. 527, 916–941 (2019).30393861 10.1002/cne.24572PMC6347508

[67] D. I. Brierley, M. K. Holt, A. Singh, A. de Araujo, M. McDougle, M. Vergara, M. H. Afaghani, S. J. Lee, K. Scott, C. Maske, W. Langhans, E. Krause, A. de Kloet, F. M. Gribble, F. Reimann, L. Rinaman, G. de Lartigue, S. Trapp, Central and peripheral GLP-1 systems independently suppress eating. Nat. Metab. 3, 258–273 (2021).33589843 10.1038/s42255-021-00344-4PMC7116821

[68] S. M. Fortin, R. K. Lipsky, R. Lhamo, J. Chen, E. Kim, T. Borner, H. D. Schmidt, M. R. Hayes, GABA neurons in the nucleus tractus solitarius express GLP-1 receptors and mediate anorectic effects of liraglutide in rats. Sci. Transl. Med. 12, eaay8071 (2020).32132220 10.1126/scitranslmed.aay8071PMC7211411

[69] C. E. Geisler, L. Décarie-Spain, M. K. Loh, W. Trumbauer, J. Gaisinsky, M. E. Klug, C. Pelletier, J. F. Davis, H. D. Schmidt, M. F. Roitman, S. E. Kanoski, M. R. Hayes, Amylin modulates a ventral tegmental area-to-medial prefrontal cortex circuit to suppress food intake and impulsive food-directed behavior. Biol. Psychiatry 95, 938–950 (2024).37517705 10.1016/j.biopsych.2023.07.011PMC13005266

[70] A. J. Brown, D. A. Fisher, E. Kouranova, A. McCoy, K. Forbes, Y. Wu, R. Henry, D. Ji, A. Chambers, J. Warren, W. Shu, E. J. Weinstein, X. Cui, Whole-rat conditional gene knockout via genome editing. Nat. Methods 10, 638–640 (2013).23749298 10.1038/nmeth.2516

[71] S. M. Fortin, J. C. Chen, M. C. Petticord, F. J. Ragozzino, J. H. Peters, M. R. Hayes, The locus coeruleus contributes to the anorectic, nausea, and autonomic physiological effects of glucagon-like peptide-1. Sci. Adv. 9, eadh0980 (2023).37729419 10.1126/sciadv.adh0980PMC10511187

[72] Y. Zhang, M. W. Kahng, J. A. Elkind, V. R. Weir, N. S. Hernandez, L. M. Stein, H. D. Schmidt, Activation of GLP-1 receptors attenuates oxycodone taking and seeking without compromising the antinociceptive effects of oxycodone in rats. Neuropsychopharmacology 45, 451–461 (2020).31581176 10.1038/s41386-019-0531-4PMC6969180

[73] D. J. Reiner, E. G. Mietlicki-Baase, L. E. McGrath, D. J. Zimmer, K. K. Bence, G. L. Sousa, V. R. Konanur, J. Krawczyk, D. H. Burk, S. E. Kanoski, G. E. Hermann, R. C. Rogers, M. R. Hayes, Astrocytes Regulate GLP-1 receptor-mediated effects on energy balance. J. Neurosci. 36, 3531–3540 (2016).27013681 10.1523/JNEUROSCI.3579-15.2016PMC4804010

[74] C. Paxinos, G. Watson, *The Rat Brain in Stereotaxic Coordinates* (Academic Press, 1997).

[75] Y. Zhang, J. Ben Nathan, A. Moreno, R. Merkel, M. W. Kahng, M. R. Hayes, B. C. Reiner, R. C. Crist, H. D. Schmidt, Calcitonin receptor signaling in nucleus accumbens D1R- and D2R-expressing medium spiny neurons bidirectionally alters opioid taking in male rats. Neuropsychopharmacology 48, 1878–1888 (2023).37355732 10.1038/s41386-023-01634-zPMC10584857

[76] J. T. Ting, T. L. Daigle, Q. Chen, G. Feng, Acute brain slice methods for adult and aging animals: Application of targeted patch clamp analysis and optogenetics. Methods Mol. Biol. 1183, 221–242 (2014).25023312 10.1007/978-1-4939-1096-0_14PMC4219416

[77] B. C. Reiner, R. C. Crist, T. Borner, R. P. Doyle, M. R. Hayes, B. C. De Jonghe, Single nuclei RNA sequencing of the rat AP and NTS following GDF15 treatment. Mol. Metab. 56, 101422 (2022).34942400 10.1016/j.molmet.2021.101422PMC8749158

[78] T. Borner, C. E. Geisler, S. M. Fortin, R. Cosgrove, J. Alsina-Fernandez, M. Dogra, S. Doebley, M. J. Sanchez-Navarro, R. M. Leon, J. Gaisinsky, A. White, A. Bamezai, M. Y. Ghidewon, H. J. Grill, R. C. Crist, B. C. Reiner, M. Ai, R. J. Samms, B. C. De Jonghe, M. R. Hayes, GIP receptor agonism attenuates GLP-1 receptor agonist-induced nausea and emesis in preclinical models. Diabetes 70, 2545–2553 (2021).34380697 10.2337/db21-0459PMC8564411

[79] B. C. Reiner, Y. Zhang, L. M. Stein, E. D. Perea, G. Arauco-Shapiro, J. Ben Nathan, K. Ragnini, M. R. Hayes, T. N. Ferraro, W. H. Berrettini, H. D. Schmidt, R. C. Crist, Single nucleus transcriptomic analysis of rat nucleus accumbens reveals cell type-specific patterns of gene expression associated with volitional morphine intake. Transl. Psychiatry 12, 374 (2022).36075888 10.1038/s41398-022-02135-1PMC9458645

# Supplementary material for: An endogenous GLP-1 circuit engages VTA GABA neurons to regulate mesolimbic dopamine neurons and attenuate cocaine seeking
**Source:** Sci Adv. 2025 Feb 26;11(9):eadr5051. doi: 10.1126/sciadv.adr5051
**Supplement:** Supplementary file 1 — Figs. S1 to S8 Legend for data file S1

Supplementary Materials for  
**An endogenous GLP-1 circuit engages VTA GABA neurons to regulate  
mesolimbic dopamine neurons and attenuate cocaine seeking**

Riley Merkel *et al.*

*Sci. Adv.* **11**, eadr5051 (2025)  
DOI: 10.1126/sciadv.adr5051

**The PDF file includes:**

Figs. S1 to S8  
Legend for data file S1

**Other Supplementary Material for this manuscript includes the following:**

Data file S1

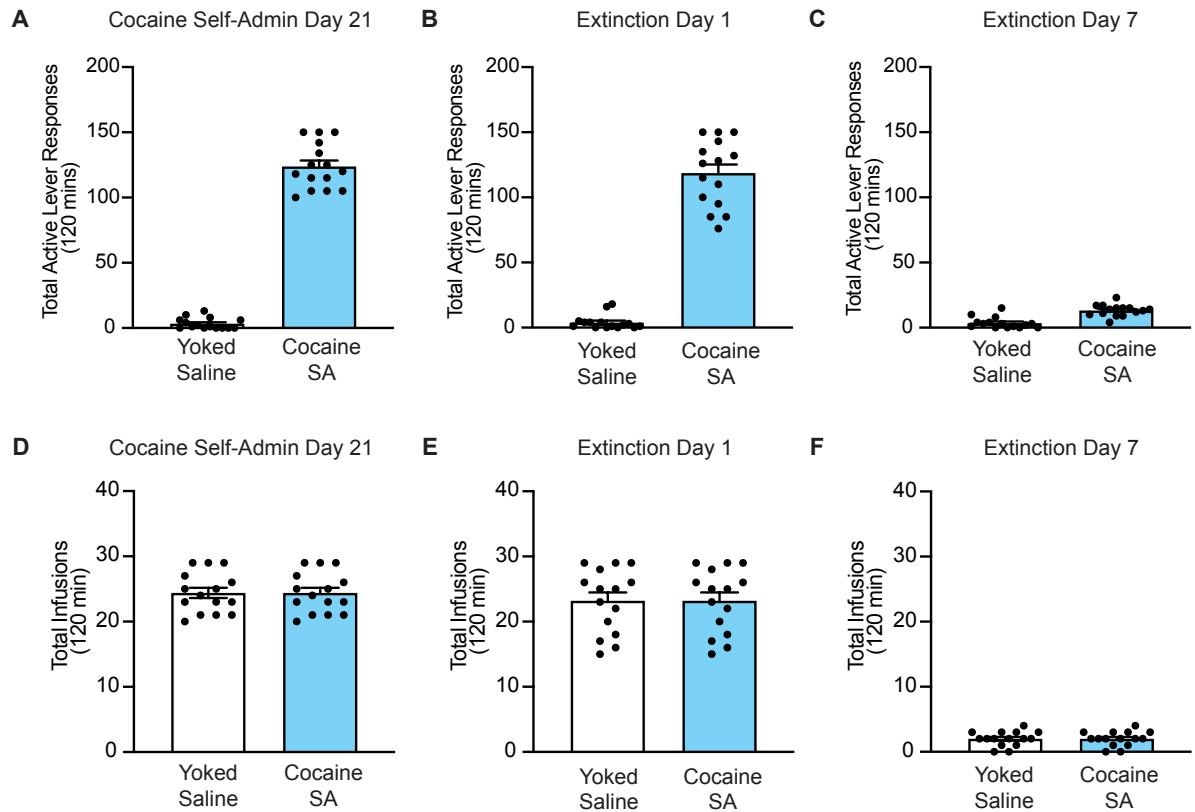

**Fig. S1. Behavioral data for cocaine self-administration and yoked-saline control rats at blood collection time points from Figure 1.** Total active lever responses for cocaine-experienced rats and yoked-saline control rats on self-administration day 21 (**A**), extinction day 1 (**B**), and extinction day 7 (**C**) (yoked saline:  $n = 15$  (6 female & 9 male rats); cocaine self-administration:  $n = 15$  (6 female & 9 male rats)). Total infusions for cocaine-experienced rats and yoked-saline control rats on self-administration day 21 (**D**), extinction day 1 (**E**), and extinction day 7 (**F**). Data are mean  $\pm$  SEM.

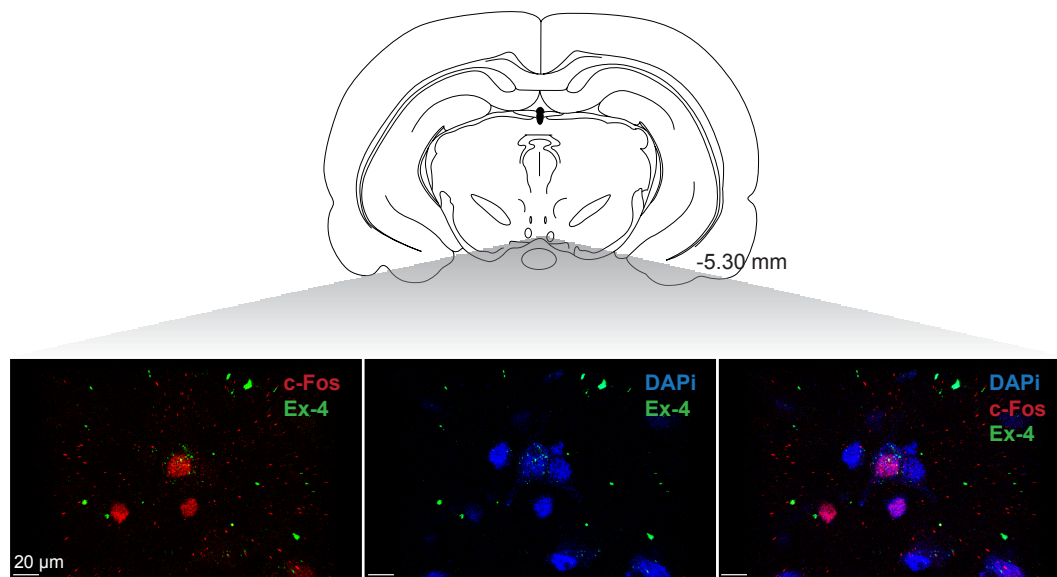

**Fig. S2. Systemically administered fluoro-exendin-4 binds to putative GLP-1Rs on neurons in the VTA and induces c-Fos expression.** A drug-naïve rat was pretreated with 0.2 μg/kg fluoro-exendin-4 (Ex-4; i.p.) and then sacrificed 90 minutes later. Immunohistochemistry identified fluoro-exendin-4 bound to VTA neurons expressing c-Fos [DAPI (blue), exendin-4 (green), and c-Fos (red)] ( $n = 1$ ). Data are mean  $\pm$  SEM.

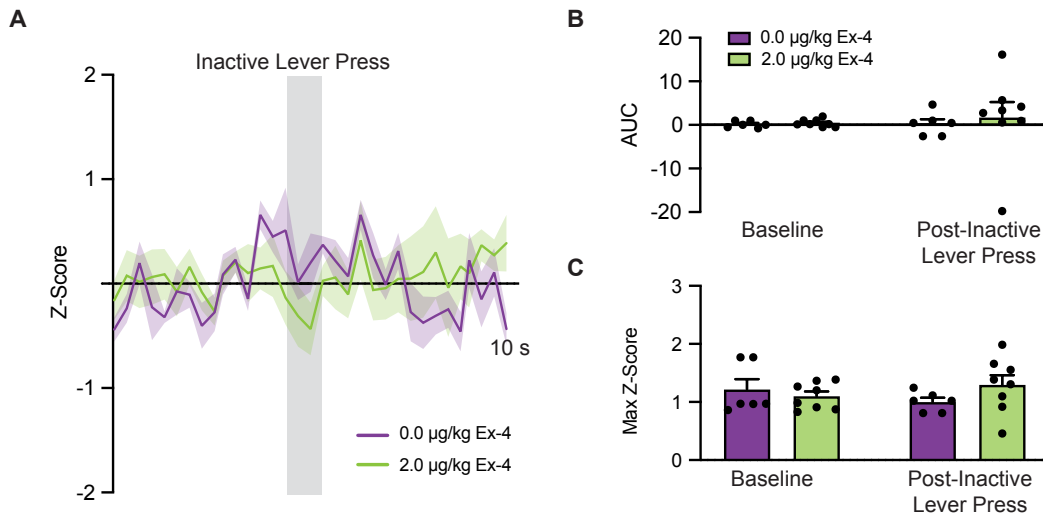

**Fig. S3. Systemic GLP-1R agonist pharmacotherapy does not alter VTA GABA neuron activity associated with inactive lever presses during cocaine reinstatement test sessions. (A)** Normalized z-score traces from inactive lever presses during reinstatement test sessions in cocaine-experienced rats pretreated with vehicle or exendin-4 (Ex-4) ( $n = 5$  rats (3 female & 2 male rats); 2 inactive lever presses/rat/treatment). Some rats did not press the inactive lever during reinstatement tests (0.0 µg/kg exendin-4:  $n = 6$  presses from 3 rats; 2.0 µg/kg exendin-4:  $n = 8$  presses from 4 rats). **(B)** Responding on the inactive lever during reinstatement tests had no effect on the AUC of recorded  $\text{Ca}^{2+}$  signals from VTA GABA neurons in cocaine-experienced rats treated with vehicle or exendin-4 (two-way ANOVA, treatment:  $F_{1,24} = 0.1768$ ,  $p = 0.6778$ , time:  $F_{1,24} = 0.1082$ ,  $p = 0.7450$ , treatment x time:  $F_{1,24} = 0.07757$ ,  $p = 0.7830$ ). **(C)** Responding on the inactive lever during reinstatement tests had no effect on maximum z-scores from VTA GABA neurons in cocaine-experienced rats treated with vehicle or exendin-4 (two-way ANOVA, treatment:  $F_{1,24} = 0.4365$ ,  $p = 0.5151$ , time:  $F_{1,24} = 0.005857$ ,  $p = 0.9396$ , treatment x time:  $F_{1,24} = 0.1452$ ,  $p = 0.1452$ ). Data are mean  $\pm$  SEM.

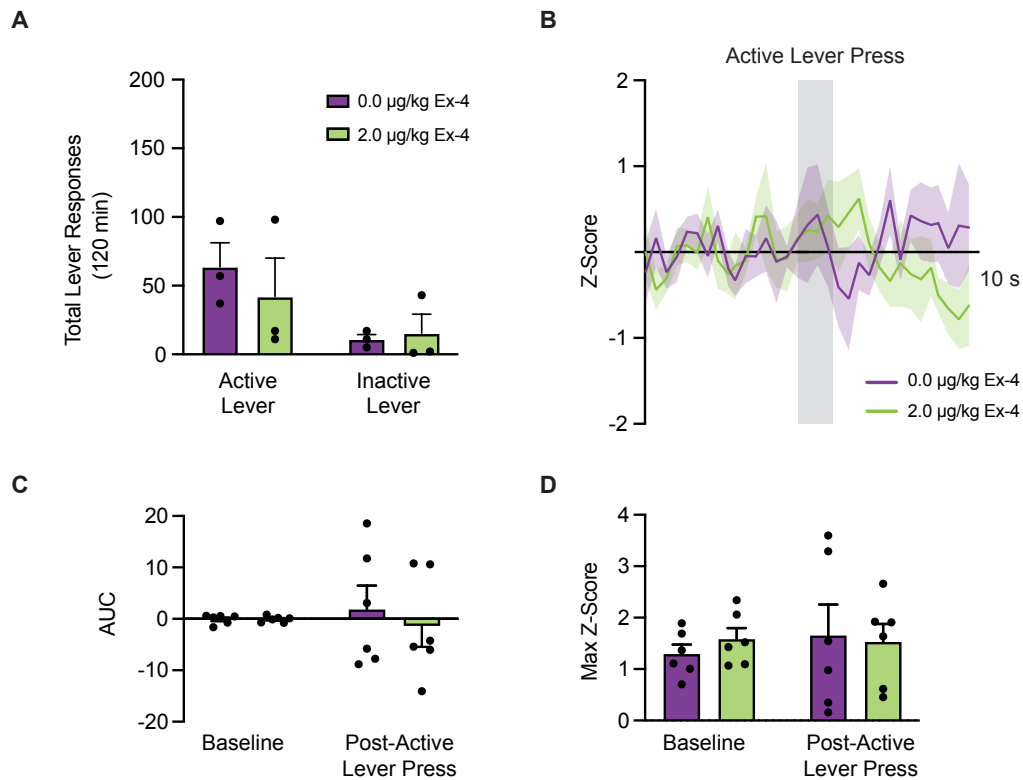

**Fig. S4. Systemic GLP-1R agonist administration does not alter VTA GABA neuron activity associated with active lever presses in drug-naïve rats.** (A) Systemic exendin-4 (Ex-4) administration had no effect on total lever responses during reinstatement test sessions in rats that previously self-administered saline ( $n = 3$  (1 female & 2 male rats); two-way RM ANOVA, treatment:  $F_{1,2} = 6.969$ ,  $p = 0.1185$ , lever:  $F_{1,2} = 2.648$ ,  $p = 0.2452$ , treatment x time:  $F_{1,2} = 0.7533$ ,  $p = 0.4769$ ). (B) Normalized z-score traces during active lever presses in control rats pretreated with vehicle or exendin-4 ( $n = 3$  rats; 2 active lever presses/rat/treatment). (C) Responding on the active lever had no effect on the AUC of recorded  $\text{Ca}^{2+}$  signals from VTA GABA neurons in drug-naïve rats treated with vehicle or exendin-4 ( $n = 6$ ; two-way RM ANOVA, treatment:  $F_{1,10} = 0.2900$ ,  $p = 0.6020$ , time:  $F_{1,10} = 0.008872$ ,  $p = 0.9268$ , treatment x time:  $F_{1,10} = 0.2568$ ,  $p = 0.6233$ ). (D) Responding on the active lever had no effect on maximum z-scores from VTA GABA neurons in drug-naïve rats treated with vehicle or exendin-4 (two-way RM ANOVA, treatment:  $F_{1,10} = 0.06496$ ,  $p = 0.8040$ , time:  $F_{1,10} = 0.1378$ ,  $p = 0.7182$ , treatment x time:  $F_{1,10} = 0.2498$ ,  $p = 0.6281$ ). Data are mean  $\pm$  SEM.

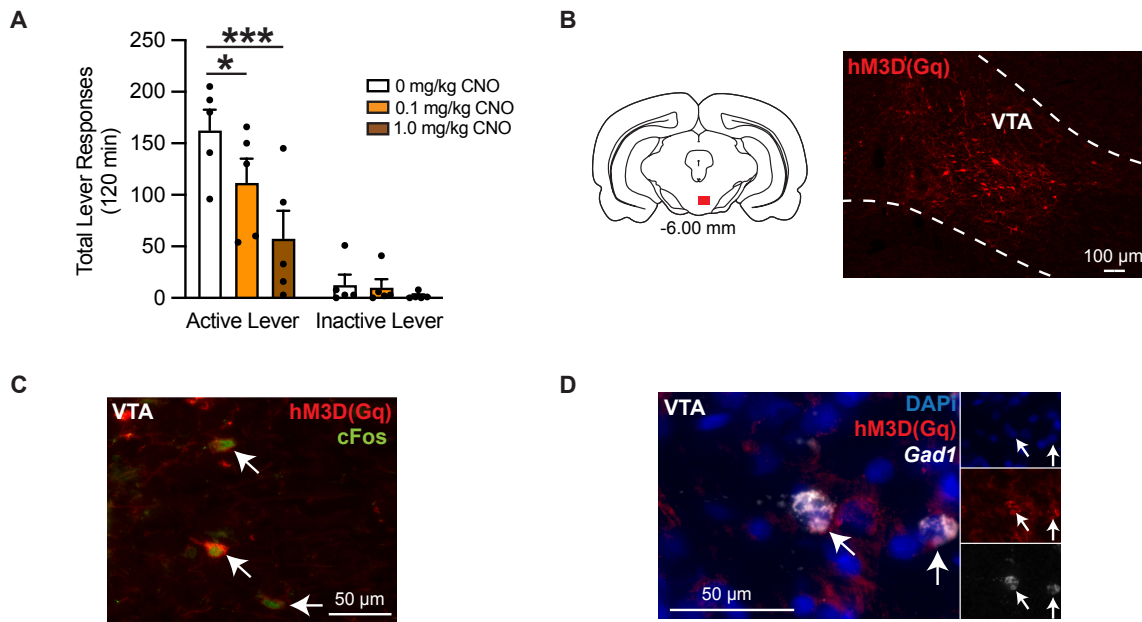

**Fig. S5. CNO dose-dependently attenuates the reinstatement of cocaine-seeking behavior in rats expressing hM3D(Gq) in VTA GABA neurons.** (A) Systemic CNO (0.1 and 1.0 mg/kg) significantly decreased active lever responses during cocaine reinstatement test sessions in rats expressing hM3D(Gq) in VTA GABA neurons ( $n = 5$ ; two-way RM ANOVA, treatment  $\times$  lever:  $F_{2,8} = 7.669$ ,  $p = 0.0138$ ; Bonferroni's test: 0 mg/kg CNO vs 0.1 mg/kg CNO on active lever responses,  $*p = 0.0342$ , 0 mg/kg CNO vs 1.0 mg/kg CNO on active lever responses,  $***p = 0.0005$ ). (B) Representative image of hM3D(Gq) viral expression in the VTA. (C) Representative image showing c-Fos expression in hM3D(Gq)-expressing VTA neurons of rats treated with CNO. (D) FISH confirmed selective hM3D(Gq) expression in *Gad1*-positive cells [DAPI (blue), hM3D(Gq) (red), and *Gad1* (white)]. Data are mean  $\pm$  SEM.

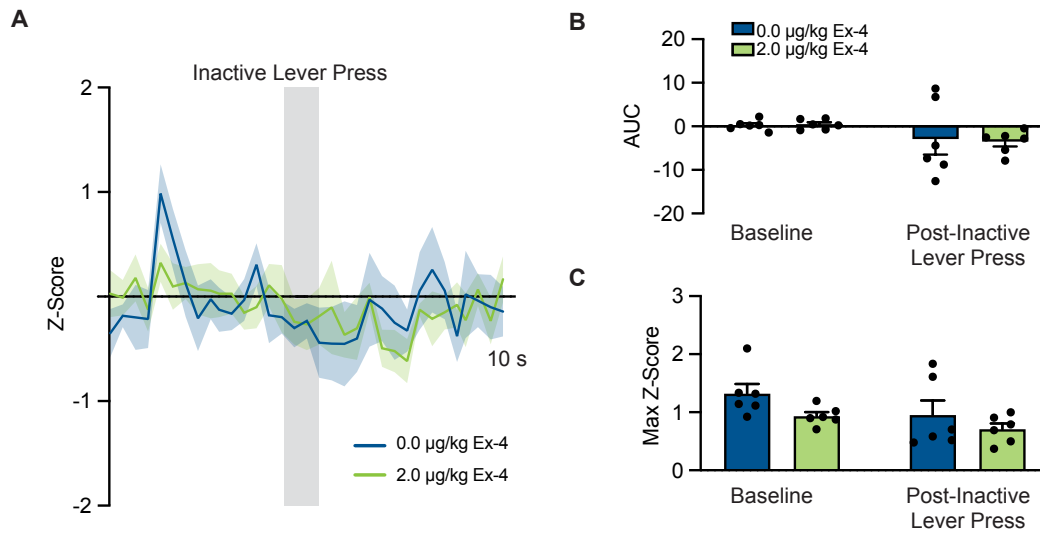

**Fig. S6. Systemic GLP-1R agonist pharmacotherapy does not alter VTA dopamine neuron activity associated with inactive lever presses during cocaine reinstatement test sessions. (A)** Normalized z-score traces from inactive lever presses during reinstatement test sessions in cocaine-experienced rats pretreated with vehicle or exendin-4 (Ex-4) ( $n = 5$  rats (2 female & 3 male rats); 2 inactive lever presses/rat/treatment). Some rats did not press the inactive lever during recording (0.0 µg/kg exendin-4:  $n = 6$  presses from 3 rats; 2.0 µg/kg exendin-4:  $n = 6$  presses from 3 rats). **(B)** Responding on the inactive lever during reinstatement tests had no effect on the AUC of recorded  $\text{Ca}^{2+}$  signals from VTA dopamine neurons in cocaine-experienced rats treated with vehicle or exendin-4 (two-way ANOVA, treatment:  $F_{1,20} = 0.1161$ ,  $p = 0.9153$ , time:  $F_{1,20} = 3.635$ ,  $p = 0.0710$ , treatment x time:  $F_{1,20} = 0.04728$ ,  $p = 0.8301$ ). **(C)** Responding on the inactive lever during reinstatement tests had no effect on maximum z-scores from VTA GABA neurons in cocaine-experienced rats treated with vehicle or exendin-4 (two-way ANOVA, treatment:  $F_{1,20} = 3.891$ ,  $p = 0.0625$ , time:  $F_{1,20} = 3.413$ ,  $p = 0.0795$ , treatment x time:  $F_{1,20} = 0.1941$ ,  $p = 0.6642$ ). Data are mean  $\pm$  SEM.

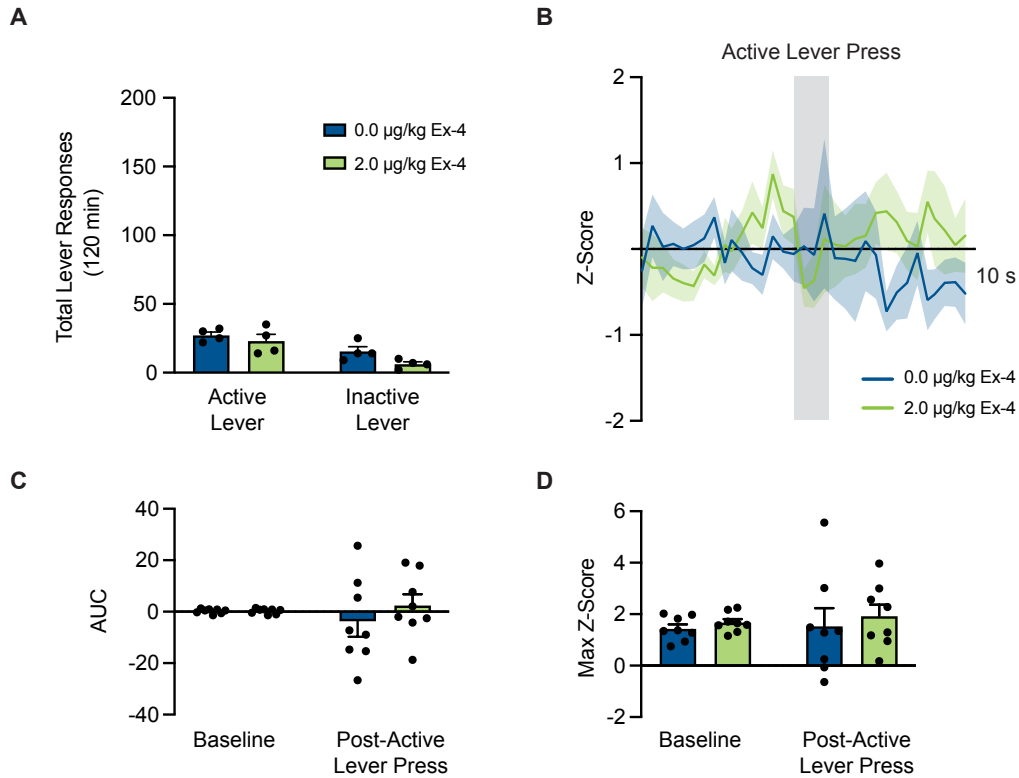

**Fig. S7. Systemic GLP-1R agonist administration does not alter VTA dopamine neuron activity associated with active lever presses in drug-naïve rats.** (A) Systemic exendin-4 (Ex-4) administration had no effect on total lever responses during reinstatement test sessions in rats that previously self-administered saline ( $n = 4$  (2 female & 2 male rats); two-way RM ANOVA, treatment:  $F_{1,3} = 5.622$ ,  $p = 0.0984$ , lever:  $F_{1,3} = 9.976$ ,  $p = 0.0509$ , treatment x time:  $F_{1,2} = 0.8876$ ,  $p = 0.4156$ ). (B) Normalized z-score traces during active lever presses in control rats pretreated with vehicle or exendin-4 ( $n = 4$  rats; 2 active lever presses/rat/treatment). (C) Responding on the active lever had no effect on the AUC of recorded  $\text{Ca}^{2+}$  signals from VTA dopamine neurons in drug-naïve rats treated with vehicle or exendin-4 ( $n = 8$ ; two-way RM ANOVA, treatment:  $F_{1,14} = 0.7561$ ,  $p = 0.3992$ , time:  $F_{1,14} = 0.05920$ ,  $p = 0.8113$ , treatment x time:  $F_{1,14} = 0.6591$ ,  $p = 0.4305$ ). (D) Responding on the active lever had no effect on maximum z-scores from VTA dopamine neurons in drug-naïve rats treated with vehicle or exendin-4 (two-way RM ANOVA, treatment:  $F_{1,14} = 0.1463$ ,  $p = 0.7078$ , time:  $F_{1,14} = 0.6045$ ,  $p = 0.4498$ , treatment x time:  $F_{1,14} = 0.03093$ ,  $p = 0.8629$ ). Data are mean  $\pm$  SEM.

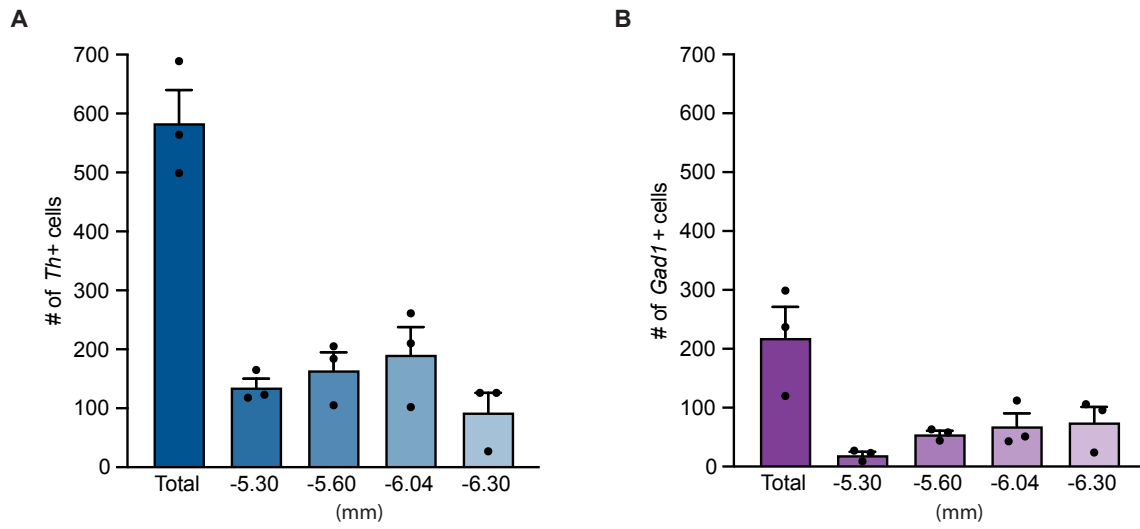

**Fig. S8. Distribution of *Th*+ and *Gad1*+ cells in the VTA.** The number of *Th*+ cells (**A**) and *Gad1*+ cells (**B**) in the VTA at different anterior/posterior positions relative to bregma ( $n = 3$  rats; 4 slices per rat). Data are mean  $\pm$  SEM.

**Data “Figure 1A” to “Figure S8B”**

Separate file accessible at <https://datadryad.org/stash/dataset/doi:10.5061/dryad.djh9w0w8y>.

File contains all data points presented in the main and supplemental figures.

How the deposited data were processed for this re-analysis (not part of the article)

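The data were snRNA-seq libraries of VTA punches from 5 adult male rats, 1 library per rat and 1 condition, which the paper describes as drug-naïve and the sample labels as saline-treated. The UMI counts were made by the authors with the 10x Genomics pipeline and deposited as unfiltered matrices of 32883 genes by barcode, before SoupX, SCTransform, integration, doublet removal or any filter. Between 827032 and 2042313 barcodes were listed per library, with a median of 46323757 UMIs per library and a range of 10193355 to 88576210. Genes were used under the Ensembl identifiers and names of the files, and no genome coordinates were used. The Y-linked genes *Eif2s3y* and *Kdm5d* were detected in the nuclei kept of every rat, with 302 to 1631 and 368 to 1981 UMIs, as male rats should have, and *Ddx3y* had 0 UMIs in each. *Xist* and *Uty* were not among the gene names of the files, nor were the markers *Lhfpl3* and *Pecam1*.

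Nuclei were called with a re-implementation of the Cell Ranger 3 algorithm (3000 expected nuclei, ambient profile from barcodes ranked 45000 to 90000, at most 20000 further barcodes of at least 500 UMIs tested with 10000 simulated droplets per size, false discovery rate 0.01). Nuclei with at least 5% mitochondrial UMIs, 200 or fewer genes or at least 5000 genes were removed, following the thresholds of the paper, here on the counts as deposited. Doublets were marked per library with Scrublet in scanpy 1.11.5. Counts were normalized to the total of each nucleus and log transformed, and 2000 variable genes, 10 principal components, 20 neighbours and Leiden clustering (leidenalg 0.10.2, resolution 1.0) gave 25 clusters, without integration of the libraries. A cluster took the name of the cell type whose markers were highest in it relative to the other clusters. It was left out with fewer than 3 markers raised, with a score for another type above 0.4 of its own, or with a median UMI total below 1 part in 3 of that of nuclei of the same type in the same library. The marker lists were fixed before the data were examined. The scoring rule and its thresholds were set after the clusters, and counts of *Glp1r*, *Gad1* and *Th* nuclei in them, had been seen, and an error in the comparison of UMI totals was corrected after a first look at the shares, which added 1 *Glp1r*-expressing nucleus and changed no count of *Gad1* or *Th*. Neurons were clustered again alone with 30 principal components. Sub-clusters whose highest score was dopaminergic, and that were not mixed by the same rule, were called dopaminergic-like. A sub-cluster of 378 neurons with its highest score for dopaminergic markers was mixed and was not called so.

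A gene was called detected at 1 UMI. Free RNA was estimated and subtracted per cluster and library by a re-implementation of SoupX, with subtracted counts rounded at 0.5, and used as an alternative. Depth-matched draws took, for each *Glp1r*-expressing nucleus, 1 of the 50 *Glp1r*-negative nuclei of the same rat and cell type closest in UMI total, 100000 times. Differences between groups of neurons were tested over the 5 rats with exact two-sided sign-flip permutation tests, which cannot go below p = 0.0625, so no such test could reach 0.05. The depth-matched draws resample single nuclei within rats, so their tails cover the sampling of nuclei and not the spread between rats. In the tests over rats and of summed counts, nuclei were not treated as replicates. Summed counts per rat and group were tested with the quasi-likelihood test of edgeR 4.0.16 (TMM normalization, filterByExpr, Benjamini-Hochberg adjusted p under 0.05) with the rat as a block, and with DESeq2 1.42.0 as an alternative. The sums compared come from the same animals, which is where the pairing comes from. Deviations of sums of the same rat from the group means correlated across genes at 0.268 to 0.837 for the sums grouped by *Gad1* and *Th*, and at 0.0758 to 0.219 for those of *Glp1r*-positive and *Glp1r*-negative neurons. Tests ran in Python 3.11.15 with scipy 1.17.1 and in R 4.3.3.

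The genes named are those the paper names for this experiment, a list of transmitter genes and sex genes, and, for the comparison of *Glp1r*-positive with *Glp1r*-negative neurons, up to 10 genes with the largest absolute log2 fold change among those past the threshold and changed the same way in every rat. The alternatives were other rules to call nuclei, no removal of doublets, clusters or nuclei with many genes, subtraction of free RNA, detection at 2 UMIs, thinning to 1000 UMIs with shallower nuclei left out, any of 3 marker genes, equal weight for each rat, typing of each nucleus by its own markers, 30 principal components with libraries centred, and, for summed counts, DESeq2, its size factors, no replicate block, no filter and matched UMI totals. Each rat was also left out in turn. Alternatives were listed before the data were examined, except for subtraction with any remainder of a UMI counted, the 30 components for shares of all nuclei, the comparison of dopaminergic-like neurons with the other neurons, and the settings that left dopaminergic-like neurons or mixed sub-clusters of neurons out or counted neurons with both *Gad1* and *Th* as *Gad1*-positive. Mixed sub-clusters were found with the rule for clusters, with the 25 clusters as reference, which left out 74 of the 6446 neurons. The rule for how far the differences in detection had moved, and the readings of the tests of missed detection, of the rule that called nuclei and of depth as an explanation of *Gad1*, were changed after the first results.

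The steps were tested on simulated data. The calling step found 1500 of 1500 simulated nuclei and also called 69 of 1500 ambient droplets of at least 500 UMIs. Most simulated ambient droplets were smaller than the 558 UMIs at which the profile of rat 2 began, so this test does not cover that library. The subtraction estimated 9.9% contamination where 10% was simulated, after a first simulation with fewer cell types had returned only the prior of 5% and had been replaced, and removed 94.1% of the ambient UMIs while keeping 98.6% of the others. With 200 genes changed by a log2 fold change of 2, edgeR recovered 96.0% for *Gad1*-positive neurons against those with neither transcript (7 false calls) and 96.5% against *Th*-positive neurons (10 false calls), both over 11877 genes. It recovered 66.5% for *Glp1r*-positive against *Glp1r*-negative neurons (5 false calls, 5467 genes).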

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

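The tests of the gap in this part and the comparison of summed profiles were chosen after the result was seen, while the settings used for the gap had been listed before the data were examined, apart from the removal of mixed sub-clusters. Of 17 quantities compared across the 5 rats, 1 had a rat far from the others by Dixon's test (critical value 0.71), and chance alone sets apart about 1 such group in 20. Neurons made up 59.5% of the nuclei kept from rat 3, against 28.6% in the next highest rat, a gap of 30.9 percentage points.

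Loss of shallow glia at the step that told nuclei from empty droplets stays open. The gap was 20.2 percentage points with the UMI threshold alone and 57.4 with every barcode of 1000 UMIs or more, but every rule has a UMI floor (500 UMIs to be tested, a threshold of 610 in rat 3) near or above the depth of the glia of rat 3, where oligodendrocytes had a median of 688 UMIs and neurons one of 1296.5, so these rules cannot decide it. The removal of clusters does not account for the whole gap, which was 22.6 percentage points with those clusters kept. It was 22.5 percentage points with no maximum of genes, 25.6 with 30 principal components and centred libraries, 18.7 with each nucleus typed by its own markers, and 31.6 with mixed sub-clusters of neurons left out. Other technical differences of this library stay open. Rat 3 had the lowest total and the lowest median UMIs per nucleus (948), and 6 of the 20 clusters kept drew most of their nuclei from it. Its summed neuron profile correlated with those of the other rats at r = 0.871 to 0.889 across genes, against 0.936 to 0.983 among the others, and its oligodendrocyte profile at 0.847 to 0.884 against 0.933 to 0.976 (genes are not independent replicates). A different yield of glia, a different position of the punch and a difference in sequencing were not tested, and all rats belong to a single condition, so no biological explanation was tested.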

How the results depend on the processing

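The settings that counted any remainder of a UMI, left out mixed sub-clusters or dopaminergic-like neurons, or counted neurons with both transcripts as *Gad1*-positive were chosen after the data were seen, as were the 30 components for shares of all nuclei and the comparison of dopaminergic-like neurons. The mean share of neurons moved by less than the SD between rats under all 13 alternatives, from 24.0% without replicate 3 to 40.3% with the UMI threshold alone, and was 24.0 to 33.6% with each rat left out. The share of *Glp1r*-expressing nuclei with *Gad1* did so under 17 of 18 alternatives and that of neurons under 18 of 19. With nuclei thinned to 1000 UMIs and shallower nuclei left out, they fell to 18.8% and 21.4%, where 16 nuclei and 14 neurons were left, so depth limits this share. Leaving out each rat gave 47.6 to 62.9% of nuclei and 54.3 to 70.4% of neurons. *Gad1*-positive nuclei were no longer most of the *Glp1r*-expressing nuclei without replicate 2 (47.6%), with equal weight for each rat (46.8%) or at 2 UMIs (45.1%). Other settings raised the shares. They were 66.7% of nuclei and 72.0% of neurons with no maximum of genes, and 67.6% and 75.4% with any of 3 marker genes.

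The share of *Glp1r*-expressing nuclei with *Th* moved by more than the SD between rats under 5 of 18 alternatives. Against 38.0% in counts as deposited, it was 1.45% after subtraction of free RNA, 8.57% when any remainder of a UMI was counted, 8.45% at 2 UMIs, 6.25% after thinning, and 62.0% with any of *Th*, *Slc6a3* and *Slc18a2*. It was 28.6 to 43.5% with each rat left out.

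The difference in *Glp1r* detection between *Gad1*-positive and *Gad1*-negative neurons kept its direction under all 18 alternatives, with exact permutation p-values of 0.0625 to 0.875. It was 2.05 percentage points with no maximum of genes, 0.119 after thinning, and 0.780 to 1.38 with each rat left out. The difference between dopaminergic-like and other neurons was negative under all 14 alternatives. It was −0.296 percentage points after thinning and −1.74 to −1.30 with each rat left out. Thinning leaves fewer UMIs of every gene, so smaller differences in detection follow from its construction.

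The log2 fold change of *Glp1r* between *Gad1*-positive neurons and neurons with neither transcript reversed to −0.30 without replicate 5, and was −0.30 to 0.65 with each rat left out. With neurons that have both transcripts counted as *Gad1*-positive it was 0.49. It passed the threshold under no alternative (edgeR or DESeq2 adjusted p 0.816 to 1.0), and the cause of the reversal was not tested. Against *Th*-positive neurons it kept its direction and its side of the threshold under all 12 alternatives, at 3.08 to 3.75 (adjusted p 4.2e-05 to 0.0247), and at 3.08 to 3.64 with each rat left out.

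The number of genes that differed between *Glp1r*-positive and *Glp1r*-negative *Gad1*-positive neurons changed by more than 1.5-fold under 10 of 14 alternatives. Against 27 in the edgeR test, it was 10 with DESeq2, 162 with no filter, 60 with no doublet removal, 51 with any of 3 marker genes, and 0 with *Glp1r*-negative nuclei matched for UMI totals, where 1030 genes were tested with edgeR and 66 had an unadjusted p under 0.05. With each rat left out it was 1 to 72, with 1 gene without replicate 2 and 2 without replicate 5. The cause was not tested, and the matched setting has fewer nuclei and genes.

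Sums of the same rat come from one animal, so the rat was a block in the edgeR fits. With no replicate block, the log2 fold changes of *Glp1r* were 0.18 and 3.30, with no change in either call, and the number of genes fell from 27 to 1.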

Differences from the paper's values

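The paper shows no *Glp1r*-expressing nuclei with *Th*, about 0% in Fig. 4G, read by eye, and 38.0% of *Glp1r*-expressing nuclei had a *Th* UMI here. Among the alternatives set before the data were examined, subtraction of the free RNA profile (1.45%) brought the value within 1 SD between rats of the paper's, with the SD taken under the same setting (1.66). Thinning to 1000 UMIs did so as well (6.25%, SD 7.14), but it lowers the detection of every gene by construction and left 1 of 16 nuclei with *Th*. It moved the share with *Gad1* away from the paper's, to 18.8% of nuclei against about 55% in Fig. 4G, and that with neither transcript to 75.0% against about 45% in Fig. 4G. The methods of the paper state a correction of the counts with SoupX, which the deposited counts do not include. The value stayed apart from the paper's with the UMI threshold alone (39.4%), with every barcode of 1000 UMIs (39.7%), with no doublet removal (39.0%), with all clusters kept (44.3%), with no maximum of genes (43.8%), at 2 UMIs (8.45%, SD 5.96, though within the SD of 21.1 of counts as deposited), with any of 3 marker genes (62.0%), with equal weight for each rat (33.3%) and with each rat left out (28.6 to 43.5%). Subtraction with any remainder of a UMI counted, a setting chosen after the values were seen, gave 8.57%.

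The paper states that no *Glp1r* transcripts were found in VTA dopamine neurons, a statement that also rests on FISH. In the snRNA-seq data, 1 of 1219 dopaminergic-like neurons had a *Glp1r* UMI in counts as deposited, and 0% had one after subtraction of free RNA. The loss of that 1 UMI rests on few *Glp1r* UMIs in the free RNA profile and on rounding.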

Other observations

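The setting that left out dopaminergic-like neurons and the description of sub-clusters were chosen after the data were seen. The tests of free RNA, depth, missed detection and other splits were set before their results.

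Free RNA released by other cells was tested as an explanation of *Th* and *Gad1* UMIs in *Glp1r*-expressing neurons. *Th* UMIs per 10000 UMIs in these neurons were 0.508 times those in oligodendrocytes and lower in 5 of 5 rats, which free RNA as the source of *Th* allows. These neurons are deeper, and a fixed number of free UMIs per droplet would lower their rate, so this ratio does not settle the source. The same ratio for *Gad1* was 12.1, higher in 5 of 5 rats, which argues against free RNA as the source of *Gad1*. Greater depth of the nuclei with both transcripts was the other technical explanation for *Gad1*. In 93 of 100000 draws of neurons matched for depth, at least as many were *Gad1*-positive, but the draws resample nuclei within rats, and only 3 of 5 rats lay above their draws (exact two-sided sign-flip permutation test over rats, p = 0.25), so depth stays open as an explanation. With draws from the same cluster as well, the number was 309 of 100000 for *Gad1*, with 4 of 5 rats above their draws (exact permutation p = 0.25), and *Th* was at 22 neurons observed against 24.0 drawn, so the lower *Th* number seen against all neurons was not seen within clusters. As all rats belong to 1 condition, no biological explanation was tested.

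Missed detection in shallow nuclei may explain *Glp1r*-expressing neurons without *Gad1*. Neurons over the median UMI total of their rat had *Gad1* more often in 2 rats of 5, with 21 of 29 neurons over the median and 17 of 29 under it (exact two-sided sign-flip permutation test over 5 rats, p = 0.875). With 3 to 26 such neurons per rat, missed detection and a true lack of *Gad1* cannot be told apart.

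The paper reports no other gene of the *Glp1r*-expressing nuclei. Between *Glp1r*-positive and *Glp1r*-negative *Gad1*-positive neurons, 27 of 5467 genes differed in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 12 higher and 15 lower, and 299 had an unadjusted p under 0.05. Under the rule set before the data were examined, genes are named that went the same way in 5 of 5 rats, and all of these were lower. They were *Pde3a* (log2 fold change −3.19), *Kirrel3* (−2.82), *Megf11* (−2.28), *Stac* (−2.16), *Ndst4* (−2.03), *Colgalt2* (−1.93), *Unc5d* (−1.93) and *Pdzd2* (−1.77), and they had 12, 5, 5, 7, 24, 8, 28 and 53 UMIs in the *Glp1r*-positive neurons. Rats 1 and 3 had 1 *Glp1r*-positive neuron each, in which a gene without a UMI counts as lower, so this rule favours lower genes and their common direction says little. Of the higher genes, none of which met the rule, *Glis3* had the smallest adjusted p of all (log2 fold change 2.80, edgeR adjusted p = 4.2e-19, 111 UMIs) and was higher in 3 of 5 rats. Of 100 splits of the 10 sums drawn from 126, 9 gave at least as many genes, the real one included. The other splits gave a median of 3 and at most 38 genes. Splits that keep both sums of a rat together can still hold the real contrast in the other rats, so the 9 do not measure chance alone. Among the 14 drawn splits that part the sums of every rat, as the real one does, 1 gave as many, the real one. With only 14 such splits, chance cannot be excluded. Dopaminergic-like neurons with free *Gad1* RNA among the *Glp1r*-negative neurons do not account for the number of genes, which was 39 with them left out, 25 of them among the 27. With UMI totals matched, no gene passed the threshold in edgeR and 66 had an unadjusted p under 0.05, so depth stays open as an explanation.

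The same depth-matched comparison was made for 12 transmitter genes, and none passed Benjamini-Hochberg adjustment of the exact sign-flip permutation tests, whose smallest p over 5 rats is 0.0625. *Ddc* was detected in 15 of the 61 *Glp1r*-expressing neurons against 28.1 in the draws, lower in 5 of 5 rats (exact permutation p = 0.0625, adjusted p = 0.375). *Slc17a8* was detected in 10 neurons against 3.28 in the draws, but was higher in only 3 of 5 rats (exact permutation p = 0.4375, adjusted p = 0.75). *Gad2* was detected in 38 against 30.2, *Slc32a1* in 22 against 17.5, *Slc6a3* in 20 against 26.6 and *Slc17a6* in 11 against 15.8, in each case within a spread of rats in both directions.

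Of the 29 neuron sub-clusters, 13 held a *Glp1r*-expressing nucleus. The 2 with the most held 38 of the 61, or 62.3%, and 15.5% of all neurons. *Glp1r* was detected in 3.80% of their nuclei and in 0.422% of the other neurons. *Npas1* was among the 10 leading genes of both. Both scored highest for GABAergic and next for glutamatergic markers, at 0.737 against 0.569 and 0.186 against 0.106. Both were mixed by the rule, so neither was assigned a transmitter class. *Gad1* was detected in 47.3% and 57.9% of their nuclei. These sub-clusters held 94, 322, 283 and 299 nuclei of rats 1, 2, 4 and 5 and 1 nucleus of rat 3, so they do not describe rat 3. They were picked for their number of *Glp1r*-expressing nuclei, so the difference in detection was not tested.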
